# Transcriptional Profiles of Drought-Related Genes in Modulating Metabolic Processes and Antioxidant Defenses in *Lolium multiflorum*

**DOI:** 10.3389/fpls.2016.00519

**Published:** 2016-04-25

**Authors:** Ling Pan, Xinquan Zhang, Jianping Wang, Xiao Ma, Meiliang Zhou, LinKai Huang, Gang Nie, Pengxi Wang, Zhongfu Yang, Ji Li

**Keywords:** *Lolium multiflorum* L, differentially expressed genes, drought tolerance, metabolic processes, antioxidant defense

## Abstract

Drought is a major environmental stress that limits growth and development of cool-season annual grasses. Drought transcriptional profiles of resistant and susceptible lines were studied to understand the molecular mechanisms of drought tolerance in annual ryegrass (*Lolium multiflorum* L.). A total of 4718 genes exhibited significantly differential expression in two *L. multiflorum* lines. Additionally, up-regulated genes associated with drought response in the resistant lines were compared with susceptible lines. Gene ontology enrichment and pathway analyses revealed that genes partially encoding drought-responsive proteins as key regulators were significantly involved in carbon metabolism, lipid metabolism, and signal transduction. Comparable gene expression was used to identify the genes that contribute to the high drought tolerance in resistant lines of annual ryegrass. Moreover, we proposed the hypothesis that short-term drought have a beneficial effect on oxidation stress, which may be ascribed to a direct effect on the drought tolerance of annual ryegrass. Evidence suggests that some of the genes encoding antioxidants (HPTs, GGT, AP, 6-PGD, and G6PDH) function as antioxidant in lipid metabolism and signal transduction pathways, which have indispensable and promoting roles in drought resistance. This study provides the first transcriptome data on the induction of drought-related gene expression in annual ryegrass, especially via modulation of metabolic homeostasis, signal transduction, and antioxidant defenses to improve drought tolerance response to short-term drought stress.

## Introduction

Water availability plays a significant role in the transportation of metabolites and enzymatic reactions in plants, and also plays roles in the hydrolytic breakdown of proteins, lipids, and carbohydrates (Bewley and Black, 1994; Białecka and Kêpczyñski, 2010). Previous studies (Mittler, 2006; Liu et al., 2015) have reported that drought tolerance in plants is ascribed to the comprehensive function of multiple pathways. For example, there is a general increase in metabolite levels under drought stress, including amino acids, sugars, and alcohols (Witt et al., 2012). Similarly, drought tolerant plants have reaction mechanisms to maintain cellular homeostasis by lipid metabolism and can regulate metabolic homeostasis (Da Silva et al., 1974). The metabolite changes contribute to the number of drought-responsive genes when the plant is under abiotic stress. The genes that encode structural proteins and regulatory proteins involved in metabolic pathways have been shown to be strongly associated with drought tolerance (Song et al., 2005; Xiao et al., 2006). Actually, a number of genes are known to be related to early response to stress, and are thought to be involved in metabolic processes possessing adaptation capacity to abiotic stress (Puranik et al., 2011). The identification such genes has been suggested as representing a promising approach toward the improvement of drought tolerance in crops (Munns, 2005). Responsive genes have been identified through high-throughput sequencing technology, which is a powerful method that is used to analyze changes in cell morphology, gene expression, and physiological and biochemical metabolism for plants under abiotic and biotic stress (Lan et al., 2012).

Drought stress will inevitably result in oxidative damage in plants due to over production of reactive oxygen species (ROS), which are highly reactive and toxic. High ROS level not only cause damage to proteins, lipids, and carbohydrates, but also acts as signal molecules (Petrov et al., 2015). It was recently reported that elevated antioxidant levels are associated with plant tolerance to abiotic stressors (Sudhakar et al., 2001). For example, Mn-SOD, an important antioxidant enzyme, may play a role in the drought tolerance of rice (Wang et al., 2005). The overexpression of ascorbate peroxidase (APX) in *Nicotiana tabacum* chloroplasts was shown to enhance salt and drought tolerance in the species (Badawi et al., 2004a). Similarly, the overexpression of monodehydroascorbate reductase (MDAR) in transgenic tobacco can increase salt tolerance (Badawi et al., 2004b). Additionally, the overexpression of glutathione S-transferases (GST) and dehydroascorbate reductase (DHAR) enhances plant tolerance to various abiotic stressors (Eltayeb et al., 2007). These results suggest that genes encoding antioxidant enzymes are essential for improving drought tolerance across several plant genera. Therefore, to study antioxidant systems has an important meaning on displaying the mechanism of stress resistance for the plants subjected to abiotic stress.

Drought is a common environmental stress on annual grass productivity in low rainfall areas around the world. The decrease of annual precipitation has become the most critical factor that effects annual ryegrass (*Lolium multiflorum* L.) germination and establishment (Wang et al., 2005). Annual ryegrass is an important short-duration, cool-season grass that is widely distributed among the world. In southern China, it is most widely used as an annual forage crop and has an increasing area for forage production (Zhang et al., 2008). Although annual ryegrass is a drought resistant grass and has a high root growth capacity, drought still causes a dramatic reduction of tillers and leaves (Antolin et al., 1995).

There is little information concerning the identification of drought-related genes in annual ryegrass. In this study we explored antioxidant–related genes that may contribute to drought tolerance in annual ryegrass. Here we report the results of the regulatory mechanism of annual ryegrass in response to short-term drought stress. The identification of drought-related genes has a vital role in the modulation of metabolic processes and development of antioxidant defenses to improve drought tolerance of annual ryegrass. This study aimed to provide candidate genes to facilitate the genetic improvement of annual ryegrass for its use as a sustainable forage crop.

## Materials and methods

### Plant materials and drought stress treatments

Seeds of two *L. multiflorum* lines, “Abundant 10 (drought-resistant)” and “Adrenalin 11 (drought susceptible),” were germinated at 25°C on filter paper that was wetted with distilled water. After seven days of growth, seedlings were transplanted into plastic pots (5 × 5 cm) filled with the Hoagland's nutrient solution in temperature-controlled growth chambers. The environmental conditions were as follows: temperature 25°C during the day and 18°C at night, photon flux density 900 umolm^−2^ s^−1^, a photoperiod of 16/8 h for the day/night cycle, and a relative humidity of 60%.

To study the effects of short-term drought stress on the physiological response of two *L. multiflorum* lines, the 20-day-old seedlings were split into two halves. One half of the seedlings were used as the control, and the other half of seedlings were naturally air dried (drought treatment) for 1 and 2 h, respectively. The drought-stressed and well-watered seedlings were immediately frozen in liquid nitrogen for RNA-Seq. The leaf transpiration rate was determined by a gravimetric method (Aroca et al., 2003). Leaf water potential was calculated with the formula described by Boyer (1970). Hydrogen peroxide content (H_2_O_2_), Malondialdehyde (MDA) concentration, superoxide dismutase (SOD), catalase (CAT), dehydroascorbate reductase (DHAR), and monodehydroasorbate reductase (MDHAR) activities, glucose and fructose concentrations were assayed separately with hydrogen peroxide, MDA, SOD, CAT, DHAP, MDHAR, glucose, and fructose assay kits (Comin Biotechnology Co., Ltd. Suzhou, China). Statistical analysis was performed by one-way ANOVA using SPSS Statistics 20.0. Least Significant Difference (LSD) values were calculated when specific parameters changed significantly (*P* < 0.05).

### RNA extraction and library preparation

Ten individual plants were pooled to create one treatment, and two biological replicates were used for all RNA-Seq analysis for each treatment. Total RNA of each sample was extracted using the Trizol reagent (Agilent RNA 6000 nano Reagents) according to the manufacturer's instructions. The total RNA concentration, RNA integrity number (RIN), and 28S/18S were detected using an Agilent 2100 Bioanalyer (Agilent RNA 6000 Nano Kit). The purity of the samples was tested using a NanoDrop. After RNA isolation and quality assessment, samples were stored at −80°C until the cDNA library construction and transcriptomic assay were completed. Only those samples with an RIN between 6 and 7 and a 28S/18 S ratio within the range of 1.5–2 were qualified for cDNA library preparation.

### Library construction and sequencing

A total of 5 ug of total RNA per sample was used to construct the cDNA library using the NEB Next Ultra RNA Library Prep Kit for Illumina (New England Biol-abs (NEB), USA). Initially, the total RNA sample was digested using Dnase I (NEB) and purified by oligo-dT beads (Dynabeads mRNA purification kit, Invitrogen). Following purification, the poly (A)-containing mRNA was fragmented into 200–250 bp pieces using fragment buffer (Ambion), and the first-strand cDNA was synthesized using the N6 primer, First Strand Master Mix and Super Script II reverse transcription (Invitrogen). The reaction conditions were as follows: 25°C for 10 min; 42°C for 30 min; 70°C for 15 min; 4°C Hold. We then added a Second Strand Master Mix to generate the second strand cDNA (16°C for 2 h). The cDNA fragments were purified using a QIAquick PCR Purification Kit (QIAGEN), and these cDNA fragments were combined with an End Repair Mix (20°C for 30 min). Subsequently, the cDNA fragments were purified, the A-Tailing Mix was added, and the mixture was incubated for the ligation reaction at 20°C for 20 min. The products were then run on a 2% agarose gel to select fragments within 300–350 bp. The gel was purified with a QIAquick Gel Extraction kit (QIAGEN). Several rounds of PCR amplification with a PCR Primer Cocktail and a PCR Master Mix were performed to enrich the cDNA fragments. The PCR products were then purified using Ampure XP Beads (AGENCOURT). The cDNA library was validated by two different methods to determine the average molecular length using the Agilent 2100 bioanalyzer instrument (Agilent DNA 1000 Reagents), and by real-time quantitative PCR (QPCR; TaqMan Probe). The qualified libraries were amplified on cBot to generate a cluster on the flowcell (TruSeq PE Cluster Kit V3-cBot-HS, Illumina), and the amplified flowcell were paired- end sequenced on the HiSeq 2000 System (TruSeq SBS KIT-HS V3, Illumina).

### Transcriptome analysis

Raw reads from twelve libraries were generated and were transformed from image data output into sequence data. Sequencing quality value (SQ) of the sequence data was in the range of 2–35. Raw reads with only adapters and unknown or low quality bases, were removed, and the following analyses were based on clean reads only. *De novo* assembly of RNA-seq was conducted using Trinity (http://trinityrnaseq.sourceforge.net/). The unigenes were generated by Trinity modules and the processes of sequence splicing and redundancy removing were employed. The unigenes were divided into two classes: clusters and singletons. Clusters (CL) are group of unigenes with a sequence similarity of greater than 70% among them. Distinct clustering was performed to cluster the assembled unigenes transcript sequences to identify the same gene or homolog using a hierarchical clustering approach involving TGICL-CAP3 and CD-HIT20. The alignment results were used to decide the sequence direction of the unigenes using TGICL 2.1 (http://sourceforge.net/projects/tgicl/files/tgicl%20v2.1/) and Phrap Release 23.0 (http://www.phrap.org/). If the results of the databases conflicted with each other, a priority order of NR, Swiss-Prot, KEGG, and COG was followed when deciding the sequence direction of unigenes. When a unigene was unaligned in any of the above databases the ESTS software was used to decide the sequence direction from the 5′ end to the 3′ end.

### Differential expression and pathway analysis

The fragments per kb per million fragments (FPKM) of each unigene in each library were calculated using Cufflinks (http://cufflinks.cbcb.umd.edu/). Referring to Audic and Claverie (1997), we used a rigorous algorithm to identify differentially expressed genes (DEGs) between two samples, and the False Discovery Rate (FDR) as a statistical method in multiple hypotheses testing to correct for *p*-value to guarantee the low FDR. A very stringent cutoff, FDR ≤ 0.001 and a fold change value of 2, were used to identify DEGs. Tool edgeR23 was used to identify significantly up- and down-regulated genes on the read count values of genes.

A GO functional analysis and KEGG Pathway analysis were conducted on DEGs. First, all of the DEGs were BLASTed in the GO database (http://www.geneontology.org/) and the gene numbers were calculated for each GO term with GO-Term Finder v. 0.86 (http://search.cpan.org/dist/GO-TermFinder/). Then, a hyper geometric test was used to find significantly enriched GO terms in DEGs to compare with the genome background using the *p*-value. The calculated *p*-value was calibrated using the Bonferroni correction. GO terms were defined as significantly enriched GO terms in DEGs, if corrected *p* ≤ 0.05. Pathway enrichment analysis identifies significantly enriched metabolic pathways or signal transduction pathways in DEGs when compared with the whole genome background. The calculated *p*-value for the pathway enrichment analysis was similar to that in the GO analysis. After multiple testing corrections, the pathways with a *p* ≤ 0.05 were considered significantly enriched in DEGs.

### Quantitative real-time-PCR analysis

To validate the RNA-seq data, 14 genes were randomly selected to be analyzed by qRT-PCR with a reference gene (Actin; Table 1). Sample treatment and RNA isolation were obtained following previously described above. Three independent biological replicates of each sample and three technical replicates of each biological replicate were used in the RT-PCR using the ABI7500 Fast Real-Time PCR System (Applied Bio-systems, USA) with a 96-well block. The reverse-transcription reactions were performed using the iScript™ advanced cDNA Synthesis Kit (BIO-RAD). PCR amplifications were performed in 20 uL total volume reactions containing 2.5 uL templates, 10 uL reaction Mix, 5.5 uL ddH_2_O, and 1 uL of each primer. The reaction conditions were 30 s at 95°C, followed by 40 cycles of 95°C for 5 s and 60°C for 34 s. The melting-curve was obtained by applying increasing temperature from 58 to 95°C. To determine the relative fold change for each sample in each experiment the CT-value for the reference gene and six randomly chosen genes were calculated using the CT method as previously described (Livak and Schmittgen, 2001).

**Table 1:** **Primer sequences used for Quantitative real-time-PCR analysis**.

**Seq-ID**	**Gene name**	**Primer Sequence (5′-3′) and Tm(°C)**	**GO-Cellular Component**
AJ585201	Actin	F TCCTCACGCCATTCTT (59.10) R TCTCCTTGATGTCCCT (59.08)	GO:0008372; cellular component
Unigene42814	Sterol 24-C-methyltransferase	F CGAACTTCAAGCACACTCGT (59.09) R CAGTACCCTTTGGTGCAATG (59.05)	GO:0009506//plasmodesma;GO:0005773//vacuole;GO:0005783//endoplasmic reticulum
Unigene42248	GDP-D-mannose 3′, 5′-epimerase	F AATCCAACCATTCGGTCATT (59.10) R TACAAGCCGATGAGGCATAG (58.90)	–
Unigene19563	Acyl-CoA dehydrogenase	F GCAACCAACATTGAAACGAG (59.17) R TGATGACGAGGCTTAGTTGG (58.87)	–
CL1489	Predicted protein	F GCTATTACCGCAAGGTCCAT (59.07) R TCGATCATATGGCACAACAA (58.49)	–
CL11729	Abscisic acid receptor PYR/PYL family	F GCTGCACTTCACCAAAGAAA (59.05) R TGCTCTCGAATTTCTCAACG (59.15)	–
CL10698	Hexokinase	F TGGACCTAGGAGGGACAAAC (58.99) R AACCAAACAATTCCGAGGAG (59.03)	GO:0005739//mitochondrion;GO:0009536//plastid;GO:0005773//vacuole;GO:0005634//nucleus;GO:0005886//plasma membrane
Unigene30003	Hypothetical protein CHLNCDRAFT_56419	F TCCGCAAACAAATCGTAGAG (58.92) R CAAAGACAGGACCAGCAGAA (59.01)	–
CL12576	3β-hydroxysteroid-dehydrogenase	F AAGCATACACGCAAACGAAG (58.99) R CAAGTGCGCAGCTCATTTAT (59.09)	GO:0016020//membrane
Unigene48238	Uncharacterized protein LOC100501669	F GAAGAGGTATGCTGATGGCA (58.83) R AGACCATACGCCTTGGTAGC (59.22)	GO:0005739//mitochondrion;GO:0009579//thylakoid;GO:0009507//chloroplast;GO:0016020//membrane;GO:0005783//endoplasmic reticulum
Unigene2564	Hypothetical protein PHYSODRAFT_484706	F GCCGATCCAACTCATACCTT (59.01) R TGCATGCTTGAGGATACCAT (59.10)	GO:0009941//chloroplast velope;O:0048046//apoplast;GO:0010319//stromule;GO:0005829//cytosol;GO:0009570//chloroplaststroma;GO:0009579//thylakoid
Unigene3201	Shaggy-related protein kinase	F CTCGTAACACCGACACCATC (59.01) R CGTTGTCTAACATCCATCGG (59.00)	GO:0005829//cytosol
Unigene28957	Predicted protein	F ACGACCAAAGTGGTGAACAA (59.03) R TGCCGAAATCAAGACACAAT (59.13)	GO:0009941//chloroplast envelope;GO:0005794//Golgi apparatus;GO:0005783//endoplasmic reticulum
Unigene41363	Predicted protein	F CGACTACAAGGACTGGCAGA (59.03) R CAATACCACCCACAGCTTCA (59.57)	–
Unigene21403	Aspartate aminotransferase	F GGGATGCATTTGGAGATGA (59.39) R TGAGCAGAGTCGTTGCTTCT (58.91)	GO:0009507//chloroplast
CL7857	Os08g0127100	F TTCAGCCTCTCATGGTTCAC (58.80) R GCCACGATCATCAGAATCAC (59.04)	GO:0016021//integral to membrane; GO:0005886//plasma membrane

## Results

### Drought-induced antioxidant enzymes in two *L. multiflorum* lines and their responses to drought stress

To investigate the effects of drought stress resulting in oxidative stress in two *L. multiflorum* lines, enzyme change was quantified after plants were treated with drought stress for 1 or 2 h. The results showed that there was a significant difference in non-treated and drought-treated seedlings. Leaf transpiration rate and leaf water potential in two *L. multiflorum* lines after 1 and 2 h of treatment had significant difference compared with control, especially for susceptible lines (Figures 1A,B). As a major indicator of the stress-triggered ROS level oxidative damage (Badawi et al., 2004b; He et al., 2012), malondialdehvde (MDA) content was measured in well-watered and drought-treated plants. There were significant differences among the treated and control seedlings (Figure 1C). A lower H_2_O_2_ concentration in drought-tolerant lines could be due to the higher activity of the enzymatic activities of catalases (CAT), superoxide dismutase (SOD), dehydroascorbate reductase (DHAR), and monodehydroasorbate reductase (MDHAR; Figures 1D–H). These results indicated that ROS accumulation was increased by the development of an antioxidant defense system in two *L. multiflorum* lines exposed to a short-term drought. The resistant lines faced less oxidative damage than the susceptible lines.

**Figure 1:**
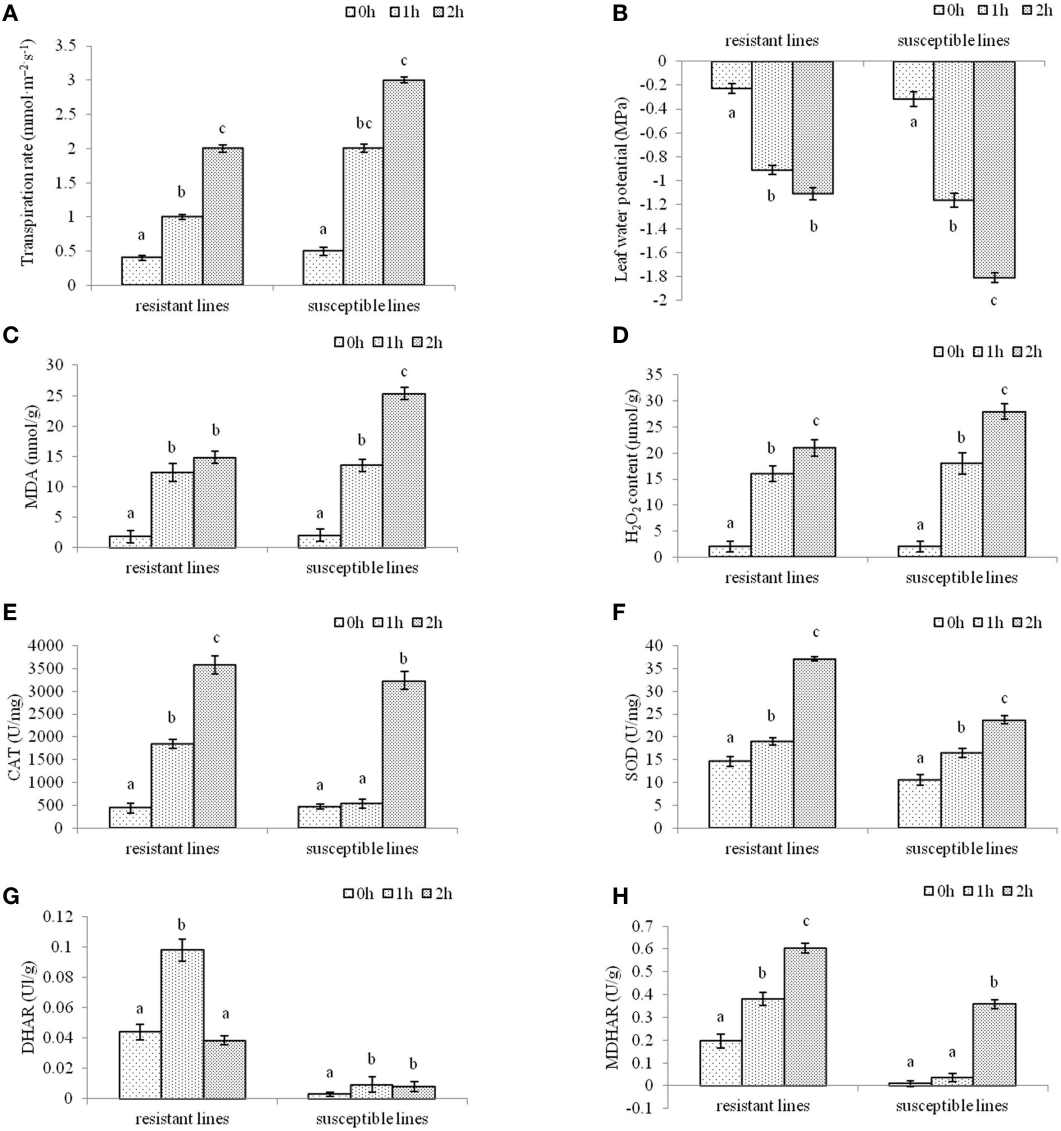
**The physiological indexes of ***L. multiflorum*** were measured after drought treatments**. Leaf transpiration rate **(A)** and leaf water potential **(B)** in drought-resistant and drought-susceptible plants after 0, 1, and 2 h of treatment **(A,B)**. Malondialdehvde content **(C)** and H_2_O_2_ concentration **(D)** of 20-day-old annual ryegrass lines with drought stress for 0, 1, and 2 h **(C,D)**. The enzymatic activities of catalases **(E)**, superoxide dismutase **(F)**, dehydroascorbate reductase **(G)**, and monodehydroasorbate reductase **(H)** of two *L. multiflorum* lines after different drought treatments **(E–G)**. Bars with different letters above the columns of figures indicate significant differences (*P* < 0.05) between different time points.

### Read generation and *De novo* assembly

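RNA-seq data of the 2 L. multiflorum lines were read from 6 tables that the authors deposited, 1 for each line and time point: the resistant line Abundant 10 and the susceptible line Adrenalin 11, each well-watered (0 h) and after 1 h and 2 h of drought. Following the names in Table 2, they are called Resistant-0, Resistant-1, Resistant-2, Susceptible-0, Susceptible-1 and Susceptible-2. The paper describes 12 RNA samples, and its text does not say how the replicates of a condition were combined in these tables. Each table was therefore treated as 1 library, and no spread between replicates could be computed for any value given here. Each table lists the same 128688 unigenes with their length, the number of fragments (read pairs) that the authors counted on them, and the FPKM (fragments scaled to the length of the unigene in kb and to the library's total). The FPKM equalled the count divided by the length and by the library's total, to the rounding of the tables. The total of counted fragments was, to the nearest 1000, 19432000 in Resistant-0, 18867000 in Resistant-1, 19087000 in Resistant-2, 18703000 in Susceptible-0, 18979000 in Susceptible-1 and 18788000 in Susceptible-2. With these totals, 3 fragments on a unigene of 1000 nt correspond to an FPKM between 0.154 and 0.160, the smallest abundance the depth could show. Between 33.9% and 47.7% of the unigenes had fewer than 10 fragments in a library, with the lowest share in Resistant-1 and the highest in Susceptible-1. The 10 most abundant unigenes held 6.78% of the fragments in Resistant-1 and at most 5.32% (Resistant-2) in the 5 other libraries. The unigene sequences and their annotation were not used here, so gene names are given only where Table 1 pairs them with a unigene.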

The 12 RNA samples from two *L. multiflorum* lines were sequenced using the Illumina HiSeq 2000 platform, which generated 0.4 billion clean reads. After filtering for quality, a total of 39.8 million clean reads were assembled into 128,622 unigenes having an average length of 870 nt. 

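The deposited tables held 128688 unigenes with a mean length of 870.2 nt. The median length was 530.0 nt, and lengths ran from 200.0 to 15264 nt. Of these unigenes, 53829 carried cluster names, spread over 18596 clusters with a median of 2 and a maximum of 116 contigs per cluster. The remaining 74859 unigenes (58.2%) were singletons. Only 83 unigenes had no fragment in any of the 6 libraries.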

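The fragments counted on unigenes were compared with the numbers of sequenced reads in Table 2, taking 2 reads per fragment. The paper's Table 2 gives, to the nearest 1000, 73660000 reads for Resistant-0, and the 19432000 fragments counted there correspond to 52.8% of its read pairs. The share was 52.9% in Resistant-1, 52.2% in Resistant-2, 52.9% in Susceptible-0, 52.6% in Susceptible-1 and 52.1% in Susceptible-2. The paper's mapping ratios for the same names lie between 91.3% (Resistant-2) and 92.3% (Susceptible-2). The paper's text does not describe how mapped reads were turned into counted fragments. The expression values used here rest on the counted fragments only.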

Over 90% of the cleaned reads were able to be mapped to the assembly (Table 2; Accession nos: GSE78738 in the NCBI GEO database). 

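Of the 128688 unigenes, 98033 (76.2%) had at least 1 fragment in all 6 libraries. The number of unigenes detected was 113836 in Resistant-0, 123430 in Resistant-1, 113323 in Resistant-2, 113522 in Susceptible-0, 112568 in Susceptible-1 and 114100 in Susceptible-2. A total of 6431 unigenes had fragments in a single library, and 4956 of them had them in Resistant-1. The corresponding numbers were 68 in Resistant-0, 510 in Resistant-2, 97 in Susceptible-0, 123 in Susceptible-1 and 677 in Susceptible-2. The totals of counted fragments differed little between the libraries, from 18703000 to 19432000. Singletons that were detected mainly in one library had neighbouring numbers in the assembly. These stretches followed the order of the libraries in Table 2, which also lists the most singletons for Resistant-1. In blocks of 500 singleton numbers, a block was taken as private to a library when at least 80% of its unigenes had 5 or more fragments there and at most 40% did in every other library. Under this rule, 21 blocks with 10500 unigenes were private to Resistant-1, between numbers 53501 and 64000. The other libraries had 5 (Resistant-0), 6 (Resistant-2), 3 (Susceptible-0), 2 (Susceptible-1) and 7 (Susceptible-2) private blocks. The unigenes of the Resistant-1 blocks had a median length of 276.0 nt and held 1.79% of the fragments of that library.

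**Figure D1:**
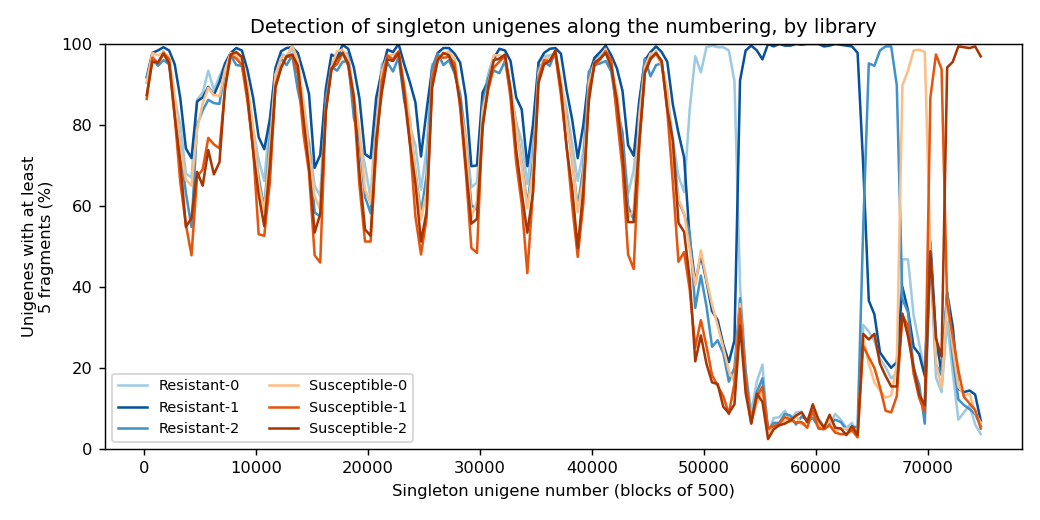
Percentage of singleton unigenes with at least 5 fragments (vertical axis) in blocks of 500 consecutive singleton numbers (horizontal axis), with 1 line for each of the 6 libraries. The lines separate from number 48501, and the longest stretch detected mainly in a single library, between 53501 and 64000, belongs to Resistant-1.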

In total, 600, 565 consensus sequences were generated after clustering the similar sequences with greater than 70% sequence similarity.

**Table 2:** **The numbers of mapped reads and assembled unigenes**.

**Samples**	**Sequenced reads**	**Mapping ratio (%)**	**Total consensus sequences**	**Distinct clusters**	**Distinct singetons**
Resistant-0	73,659,506	92.0	105,900	35,928	69,972
Reisitant-1	71,287,722	91.8	120,531	34,640	85,891
Resistant-2	73,094,738	91.3	98,840	32,319	66,521
Susceptible-0	70,721,532	92.0	96,611	31,201	65,410
Susceptible-1	72,176,332	91.9	85,628	24,417	58,211
Susceptible-2	72,072,732	92.3	93,055	28,477	64,608
Total	433,012,562		600,565	53,829	410,613

*Total Consensus Sequences represents all the assembled unigenes; Distinct Clusters represents the cluster unigenes; The same cluster contains some highly similar (more than 70%) unigenes, and these unigenes may come from same gene or homologous gene; Distinct Singletons means that this unigene come from a single gene. The number 1 and 2 represent drought treatment time for 1 and 2 h, respectively*.

### Differential expression and GO enrichment analysis

To analyze drought-mediated gene expression of two *L. multiflorum* lines, a differential expression analysis was performed on resistant and susceptible lines. 

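Differential expression between 2 libraries was tested on the counted fragments with the two-sided test of Audic and Claverie, which the paper's methods name, with the total of counted fragments as library size. The FDR was computed by the Benjamini-Hochberg method over all unigenes with at least 1 fragment in either library, between 118308 and 125857 unigenes in the 7 comparisons. Unigenes with an FDR of at most 0.001 and a fold change of at least 2 in FPKM were called DEGs, with an FPKM of 0 replaced by 0.001. This test takes counting error as the only source of variation. A call therefore says that 2 libraries differ, and not that 2 conditions differ beyond the variation between plants. Libraries were simulated with counting error only, from the abundances and depths of the 2 well-watered libraries. In them, 194 of 200 unigenes with a 4-fold change were recovered in the right direction and 0 unchanged unigenes were called. The changed unigenes were drawn from abundant ones only, so recovery of 4-fold changes in scarce unigenes was not tested. Counting error is what the test assumes, so the 0 does not bear on variation between plants. The library sizes were close, but the TMM factors of edgeR, which compare the bulk of the unigenes, ran from 0.872 in Susceptible-2 and 0.897 in Susceptible-1 to 1.13 in Resistant-0.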

A total of 78,754 genes were significantly changed by treating plants with drought for 1 and 2 h, of which 52,721 were up–regulated genes and 26,033 were down-regulated genes (Figure 2A), Specific information regarding up-regulated and down-regulated genes is listed in Supplementary Table 1. Moreover, a total of 4718 DEGs were identified by using NOlSeq analysis (|logFC|> 1, Probability > 0.7; Tarazona et al., 2011; Supplementary Figure 1). 

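The resistant line had 11874 up-regulated and 2379 down-regulated DEGs at 1 h and 7143 up-regulated and 4856 down-regulated DEGs at 2 h, each against its own 0 h library. The susceptible line had 4707 up-regulated and 4036 down-regulated DEGs at 1 h and 7195 up-regulated and 4461 down-regulated DEGs at 2 h. Between the lines, taking the resistant relative to the susceptible line, 2860 DEGs were higher and 2351 lower at 0 h, 11347 higher and 2176 lower at 1 h, and 4620 higher and 5680 lower at 2 h. The sum over these 7 comparisons was 75685 DEGs, of which 49746 were up-regulated and 25939 down-regulated. A unigene called in several comparisons enters this sum several times, and 3 of the 7 comparisons contrast the lines rather than drought with control. The number of distinct unigenes called in any comparison was 35714. The choice that moved these numbers most was the assumed variation between plants: with the edgeR exact test at a biological coefficient of variation of 0.4 in place of counting error only, the sum was 4609. On simulated libraries, that setting recovered 0 of 200 unigenes with a 4-fold change and 0 of 100 present in 1 library only.
Among unigenes called in the same direction at 1 h and 2 h in the resistant line, the largest mean increases, ranked with 1 FPKM added to both values, were in Unigene18884 and CL14962.Contig3; the ratios given here are without that addition. Unigene18884 rose from 21 fragments at 0 h to 6981 at 1 h and 16618 at 2 h in the resistant line, log2 ratios of 8.42 (95% exact interval from counting error, 7.81 to 9.11) and 9.65 (9.04 to 10.35). It rose from 24 to 29560 and 38584 fragments in the susceptible line, log2 ratios of 10.25 and 10.64. CL14962.Contig3 had log2 ratios of 7.96 and 9.34 in the resistant line and 10.13 and 10.67 in the susceptible line. Ranked in the same way, the largest decreases were in Unigene13052 and Unigene4577. Unigene13052 fell from 608 fragments to 10 at 1 h and 2 at 2 h in the resistant line, and went from 597 to 255 and 835 fragments in the susceptible line, where it was called down-regulated at 1 h and was not called at 2 h. Unigene4577 fell from 85 fragments to 0 and 11 in the resistant line. In the susceptible line it went from 19 fragments to 113 at 1 h, called up-regulated, and to 3 at 2 h, not called.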

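The paper's text does not name the comparison of its NOISeq analysis, so the procedure for data without replicates was written out and run on all 7 comparisons. NOISeq compares the log2 ratio and the absolute difference of each unigene with those between simulated technical replicates of the same library, here 5 per library at 0.2 of its depth. With a probability above 0.7 and an absolute log2 ratio above 1, 17616 DEGs were found for resistant-0 vs. resistant-1, 11059 for resistant-0 vs. resistant-2, 6037 for susceptible-0 vs. susceptible-1 and 9143 for susceptible-0 vs. susceptible-2. Between the lines, the numbers were 5238 at 0 h, 15143 at 1 h and 9796 at 2 h. The 4 comparisons of drought with control held 32317 distinct unigenes, and all 7 held 40158. Between 56.7% and 70.4% of the NOISeq DEGs of a comparison were also DEGs in the test of Audic and Claverie. With simulated replicates of 0.5 of the depth, the 4 comparisons held 66965 distinct unigenes, and with a probability above 0.8 they held 15547. On simulated libraries the procedure recovered 174 of 200 changed unigenes and also called 121 unchanged ones.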

More genes were significantly up-regulated in the resistant lines when compared with the susceptible lines under short-term drought stress in Figures 2B,C).

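At 1 h, 11874 unigenes were up-regulated in the resistant line and 4707 in the susceptible line, a difference of 7167. At 2 h, the numbers were 7143 and 7195, a difference of -52. With TMM library sizes, the differences were 6886 at 1 h and -844 at 2 h. Without replicates, none of these differences could be set against a spread between plants. Of the 11874 unigenes, 3391 were also up-regulated at 2 h in the same line, and 2871 were also up-regulated at 1 h in the susceptible line. Many of the up-regulated unigenes of Resistant-1 were scarce in the control: 4143 had no fragment in Resistant-0 and a further 3342 had 1 to 9, together 63.0% of them. The share with fewer than 10 control fragments was 41.1% at 2 h in the resistant line, and 33.2% at 1 h and 43.0% at 2 h in the susceptible line. The up-regulated unigenes with 100 or more control fragments numbered 1017 at 1 h and 1082 at 2 h in the resistant line, and 718 and 924 in the susceptible line.

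**Figure D2:**
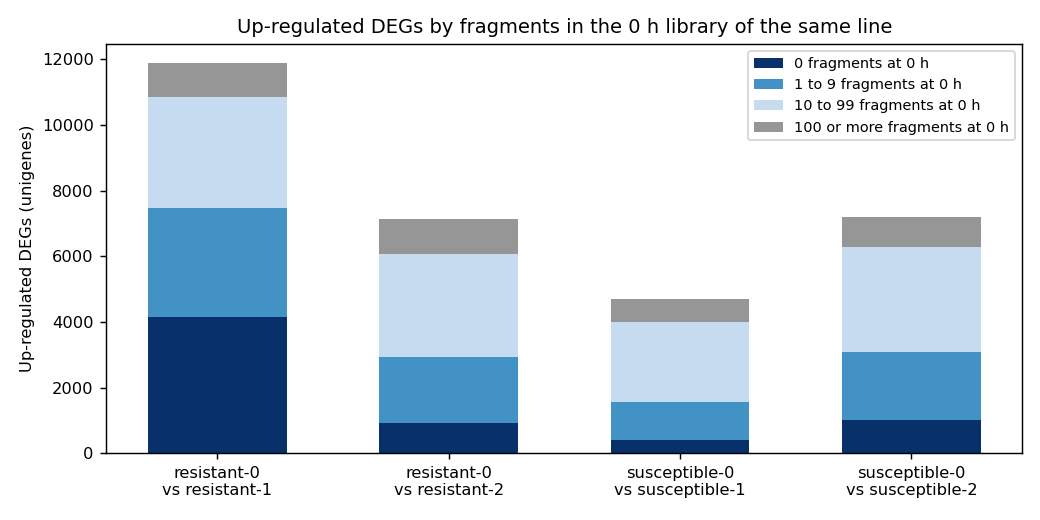
Number of up-regulated DEGs (vertical axis, unigenes) in the 4 comparisons of drought with the 0 h library of the same line, with each bar divided by the number of fragments in that 0 h library. The excess at 1 h in the resistant line lies mainly in unigenes with 0 fragments at 0 h (4143) and with 1 to 9 (3342).

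A unigene was taken as specific to a library when it had at least 20 fragments there and at least 90% of its depth-scaled fragments from the 6 libraries. There were 3101 such unigenes in Resistant-1, holding 1.83% of its fragments (95% Wilson interval 1.83 to 1.84, counting error only), and all 3101 were among the 11874 up-regulated DEGs, as the way they were chosen leads one to expect. The numbers were 21 in Resistant-0, 233 in Resistant-2, 33 in Susceptible-0, 49 in Susceptible-1 and 304 in Susceptible-2. With the unigenes specific to any library left out, the difference between the lines was 4043 at 1 h and 21 at 2 h. Among unigenes with at least 10 fragments in both well-watered libraries, a filter chosen after seeing the data, it was 1132 at 1 h and 103 at 2 h. From the plots of expression in control and drought (Figures 2B,C), the paper states that more genes were up-regulated in the resistant than in the susceptible lines under short-term drought.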

**Figure 2:**
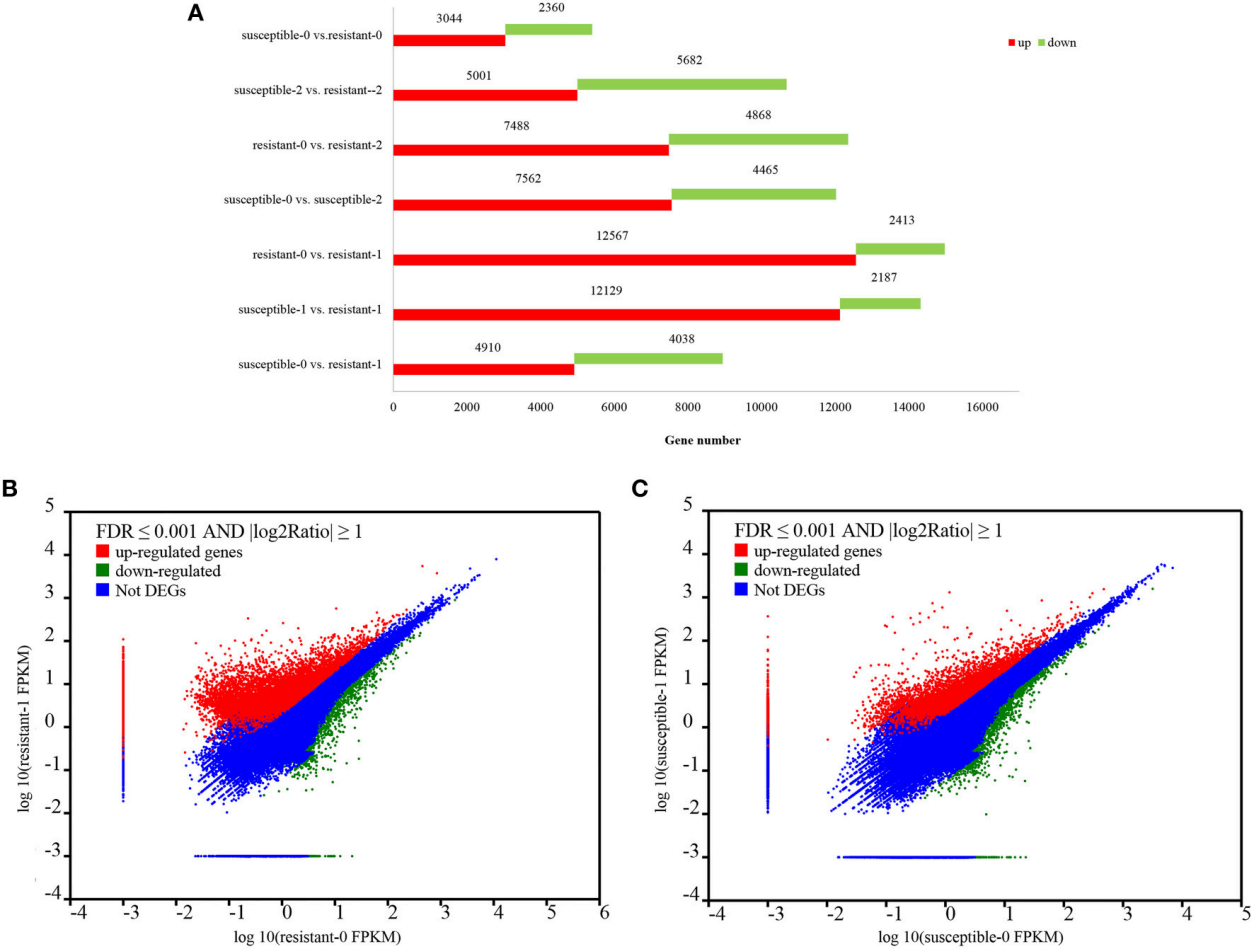
**Statistics of up- and down-regulated genes between the two ***L. multiflorum*** lines (A); The expression level of DEGs in resistant and susceptible lines exposed to drought (B–C)**. The upper with red regions reveal those genes with significantly up-regulated expression. Similarly, the lower with green dots shows the down-regulated genes and the blue dots represent the region with no DGEs.

A Gene Ontology (GO) analysis was conducted to reveal the biological processes of DEGs that were exposed to drought stress. A large number of DEGs related to metabolic processes such as carbohydrate metabolism, lip metabolism and signal transduction were identified (Figure 3A). The percentage of DGEs was used to evaluate the importance of these metabolic processes, suggesting that lipid metabolism, carbohydrate metabolism, and signal transduction are dramatically affected by drought (Figures 3C,D). The pathways that are known to be involved in regulating mechanisms were differentially expressed under drought. Furthermore, the different functional characteristics of DEGs such as catalytic activity, transferase activity, binding, and structural constituent of the ribosome were discovered (Figure 3B).

**Figure 3:**
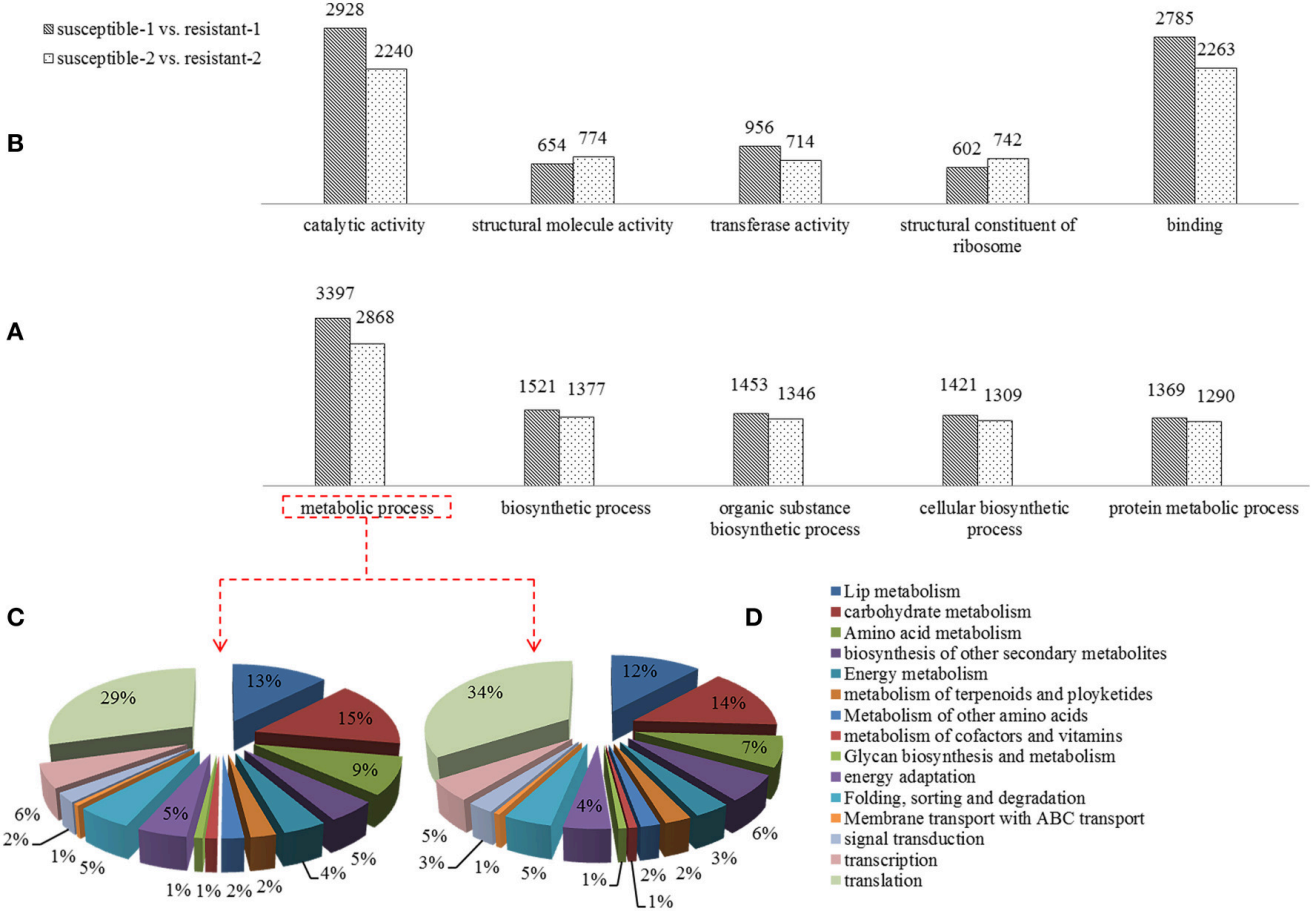
**Comparison of differentially expressed genes of the Gene Ontology (GO) analysis including biological process (A) and molecular functions (B) in two annual ryegrass lines subjected to drought stress for 1 and 2 h**. And the percent of DEGs involved in metabolic processes in resistant and susceptible lines is shown in **(C,D)**.

Using GO enrichment analysis, the changes of transcript abundance of enriched genes were observed by comparing plants treated with drought 1 and 2 h. For resistant lines, the number of enriched genes significantly decreased in terms of “response to osmotic stress” and “response to a water stimulus,” whereas the opposite result was observed in susceptible lines (Figure 4A). The DEGs of “response to an organic substance” and “response to an oxygen-containing compound” were not significantly enriched in tolerant lines, but were dramatically enriched in susceptible lines (Figure 4B). The numbers of DEGs found in “response to lipids” and “nucleobase-containing compound biosynthetic process” increased in the two *L. multiflorum* lines when treated with 1–2 h of drought stress (Figure 4C).

**Figure 4:**
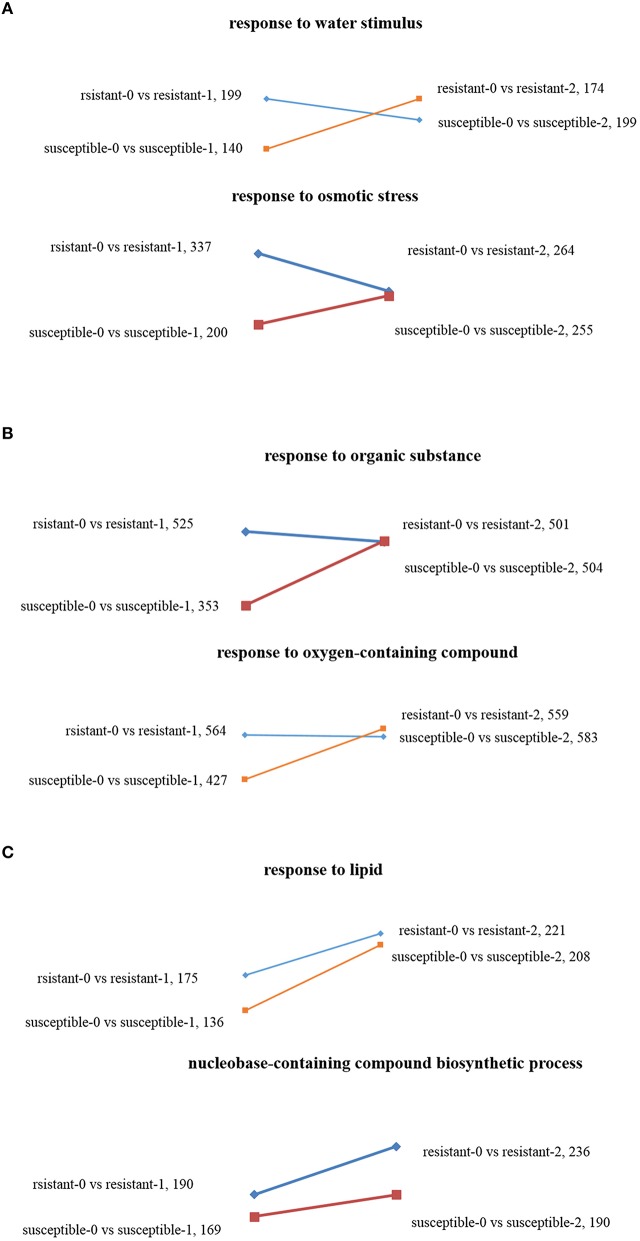
**Scatter diagrams of different changing trends of DEGs in two ***L. multiflorum*** lines by GO enrichment analysis after drought treatment for 1 and 2 h**. The GO terms included response to osmotic stress and response to a water stimulus **(A)**, response to an organic substance and response to an oxygen-containing compound **(B)**, and response to lipid and nucleobase-containing compound biosynthetic process **(C)**.

### Quantitative real-time-PCR validation of differentially expressed transcripts from RNA-Seq

To confirm the RNA-Seq results, select genes that showed up- and down-regulation in the two *L. multiflorum* lines were chosen for qRT-PCR. 

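Fig. 5 shows 15 genes, of which 11 have an identifier that names 1 unigene of the tables. In Table 1, 1 of these 11, CL7857.Contig3, appears as the cluster CL7857 without a contig, so its contig does not come from Table 1. The other 4 (CL1489, CL11729, CL10698 and CL12576) are clusters named without a contig, and together they have 21 contigs in the tables, 5 of which were called DEGs in at least 1 of the 4 comparisons of drought with control. The 11 unigenes had a median of 16 fragments per library, a maximum of 400 (Unigene42248 in Resistant-1), and 0 fragments in 9 of their 66 values. Of their 44 comparisons with the 0 h library of the same line, 7 were called DEGs, 5 in the resistant line and 2 in the susceptible line. In the resistant line, Unigene48238 (an uncharacterized protein) rose from 0 fragments to 36 at 1 h and 22 at 2 h, and was called up-regulated at both times. Unigene28957 (a predicted protein) rose from 3 to 23 fragments at 1 h and had 0 at 2 h. Unigene30003 (hypothetical protein CHLNCDRAFT_56419) rose from 2 fragments to 17 at 1 h and 37 at 2 h. Unigene3201 (shaggy-related protein kinase) rose from 5 to 15 and 33. Both were called up-regulated at 2 h only. In the susceptible line, CL7857.Contig3 rose from 38 to 101 fragments at 1 h, a log2 ratio of 1.39 (95% exact interval 0.84 to 1.97), and was called up-regulated. Unigene41363 (a predicted protein) fell from 44 to 10 fragments at 2 h, a log2 ratio of -2.14 (-3.30 to -1.13), and was called down-regulated. The intervals cover counting error only.

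**Figure D3:**
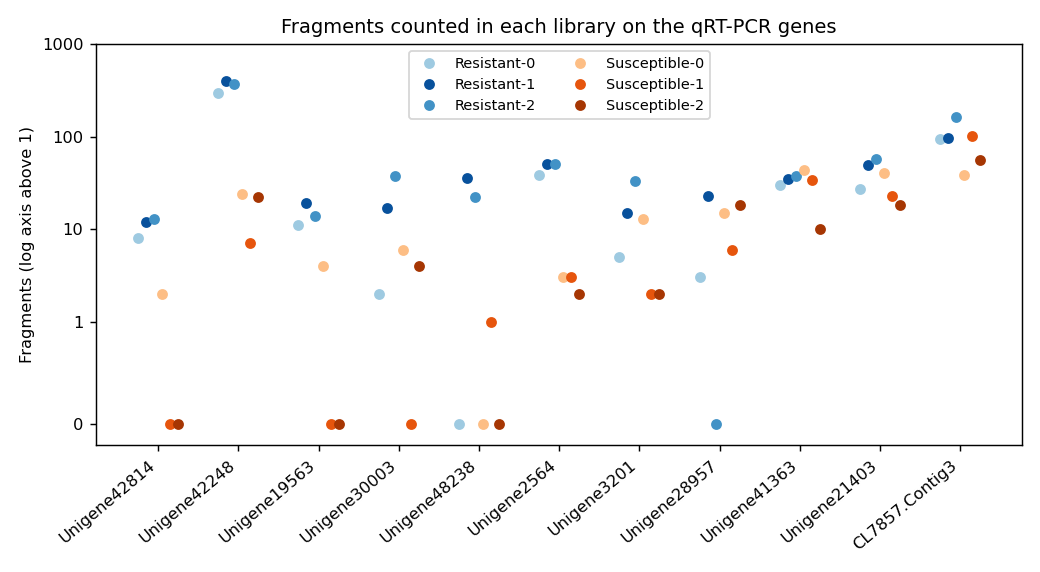
Number of fragments (vertical axis, logarithmic above 1) counted in each of the 6 libraries on the 11 qRT-PCR genes whose identifier names 1 unigene (horizontal axis), with 1 point per library. Most points lie below 100 fragments, and 9 of the 66 lie at 0.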

The relative gene expression of qRT-PCR was calculated using the 2^−ΔΔCt^ method. The expression trends of these genes agreed with the RNA-Seq data (Figure 5), and a significant correlation of fold change was identified in resistant lines (*r*^2^ = 0.982) and susceptible lines (*r*^2^ = 0.814), suggesting that reliable RNA-Seq results were obtained in this study.

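The time point plotted in Fig. 5 is not named in the paper's text, so the RNA-seq log2 ratios of the 11 genes were taken at both times and set beside the bars, read by eye. The RNA-seq bars lay within the precision of the reading for 9 of 11 genes in the resistant and 8 of 11 in the susceptible line at 1 h, and for 5 and 2 at 2 h, so the 1 h ratios are the closer counterpart of the figure. In the resistant line, the RNA-seq ratio had the sign of the qRT-PCR bar for 11 of 11 genes at 1 h and 10 of 11 at 2 h. For the susceptible line, it did for 9 of 11 at 1 h and 7 of 11 at 2 h. All 11 ratios of the resistant line at 1 h were above 0, so the match in sign there cannot show that the methods track each other gene by gene. Some large ratios came from few fragments. Unigene42814 (sterol 24-C-methyltransferase) had a log2 ratio of -8.09 at both times in the susceptible line from 2 fragments at 0 h and 0 afterwards, and Unigene19563 (acyl-CoA dehydrogenase) had -8.66 from 4 fragments and 0. With 1 FPKM added to both values, these ratios were -0.35 and -0.49. Unigene21403 (aspartate aminotransferase) rose from 27 fragments to 49 at 1 h (log2 ratio 0.90) and 57 at 2 h in the resistant line and fell from 40 to 23 (-0.82) and 18 (-1.16) in the susceptible line, and none of these was called a DEG. Across the 11 genes, which are not independent replicates, the squared Pearson correlation of the log2 ratios was 0.391 (Spearman's rho 0.523) at 1 h and 0.00706 (rho -0.0550) at 2 h in the resistant line. The susceptible line had 0.362 (rho 0.548) at 1 h and 0.0220 (rho 0.425) at 2 h. Without the 2 genes whose qRT-PCR values lay farthest from the median, the squared correlation at 1 h was 0.110 in the resistant line and 0.136 in the susceptible line, and at 2 h it was 0.464 and 0.0377. With 1 FPKM added, the values of the 11 genes at 1 h were 0.468 and 0.259. From the shared trends and the correlation it reports, the paper proposes that its RNA-seq results were reliable.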

**Figure 5:**
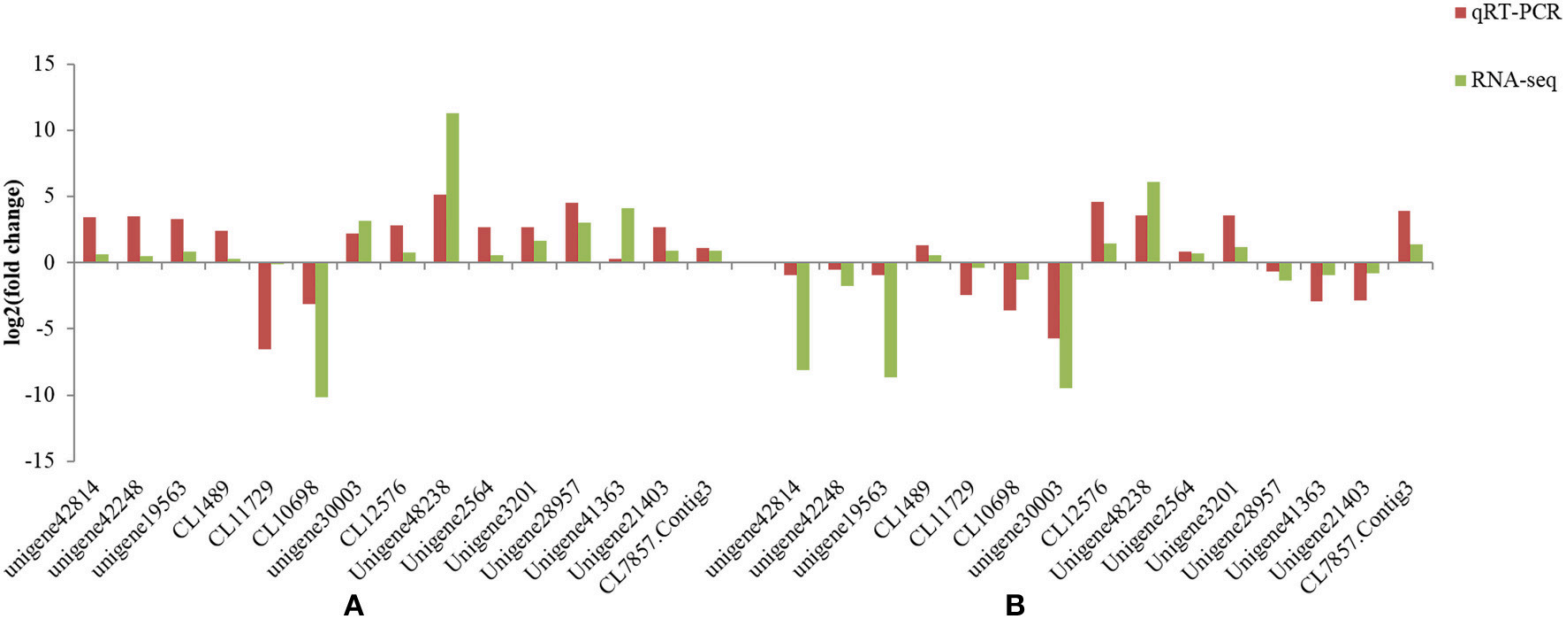
**Comparison of the different expression trends among 15 genes using both qRT-PCR results and RNA-Seq data in the resistant lines (A) and susceptible lines (B) of ***L. multiflorum*****.

### Responses of carbon metabolism-associated genes to drought stress

Glycolysis and gluconeogenesis pathways are primary metabolism pathways that may be modulated to establish a new homeostasis under drought stress in plants (Caruso et al., 2009). Changes in the expression levels of a large number of glycolysis and gluconeogenesis-associated genes in two *L. multiflorum* lines were observed (Figure 6A). Genes encoding enzymes, specifically glucose-6-phosphate isomerase (GPI) and probable phosphoglycerate mutase (PGAM) showed significant up-regulation in the resistant lines, whereas no change was observed in the susceptible lines. L-lactate dehydrogenase (LDH) participated in up-regulation in resistant lines but was down-regulated in susceptible lines. A contrasting result was observed with phosphoglycerate kinase (PGK), which was down-regulated in resistant lines and up-regulated in susceptible lines. In addition, a large proportion of the genes encoding enzymes, fructose-bisphosphate aldolase (FBA), glyceraldehyde 3-phosphate dehydrogenase (GAPCs), pyruvate decarboxylase (PDC), dihydrolipoamide acetyltransferase (DLA), phosphoenolpyruvate carboxykinase (PEPC) showed up-regulated expression in the resistant lines. Drought induced a relatively large increase in the levels of glucose in resistant lines and resulted in a sharp increase in fructose, especially when plants were treated with drought stress for 1 h, as shown in Supplementary Figures 2A,B. These results indicated that the activities of glycolysis and gluconeogenesis-associated genes may play a role in the response of resistant lines to drought.

**Figure 6:**
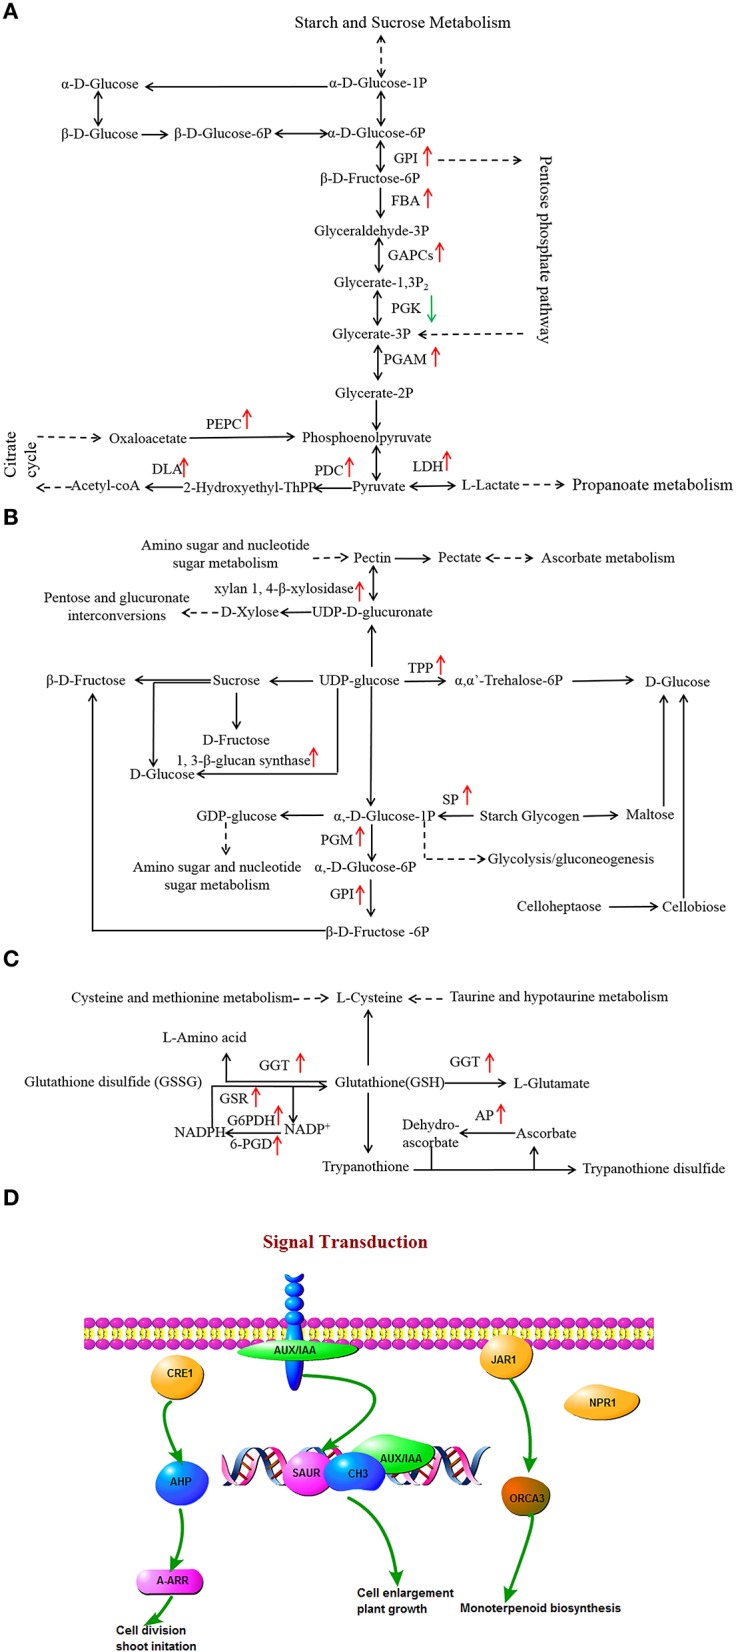
**Effects of drought stress on the expression of genes associated with glycolysis and gluconeogenesis (A), starch and sucrose metabolism (B), glycerophospholipid metabolism (C), and signal transduction (D) in resistant lines**. The red arrow indicates significantly up-regulated expression.

Changes in the expression of several starch and sucrose metabolic genes in resistant lines were observed (Figure 6B). There were two genes annotated as encoding trehalose 6-phosphate synthase/phosphatase (TPP), and xylan 1, 4-β-xylosidase, which are both involved in starch and sucrose metabolism, and which showed up-regulation in resistant lines and down-regulation in susceptible lines. The 1, 3-β-glucan synthase, phosphoglucomutase (PGM), GPI, and starch phosphorylase (SP) participated in up-regulation in resistant lines, whereas no changes were observed in the susceptible lines.

### Lipid metabolism related to gene expression response to drought stress

A decrease in membrane lipid content was caused by the degradative processes that are induced by drought (De Paula et al., 1990). Lipids are important membrane components and the change in their composition may help to maintain membrane integrity and preserve cell compartmentation under water stress conditions. In response to drought stress, the lipid content in leaves decreased and fatty acids represented 61% of contents in *Arabidopsis thaliana* (Gigon et al., 2004). Several DEGs related to glycerophospholipid metabolism have significant expression changes in the two *L. multiflorum* lines (Figure 6C). Genes related to gamma-glutamyltranspeptidase (GGT), glutathione reductase (GSR), L-ascorbate peroxidase (AP), and 6-phosphogluconate dehydrogenase (6-PGD) showed up-regulated expression in resistant lines, whereas these enzymes exhibited down-regulated expression in susceptible lines. The gene encoding enzyme glucose-6-phosphate 1-dehydrogenase (G6PDH) was obviously up-regulated in resistant lines, while the enzyme was not significantly up-or down-regulated in glycerophospholipid metabolism in the susceptible lines. For ether lipid metabolism, 1-alkyl-2-acetylglycerophosphocholine esterase was affected in the resistant lines but no changes were observed in the susceptible lines.

### Signal transduction-related genes in two *L. multiflorum* lines

Gene encoding hormone signal transduction enzymes may participate in several critical processes of plant morphogenesis such as cell division and enlargement, stem growth and stomatal closure (del Pozo and Ramirez-Parra, 2015). Under drought stress, a number of DEGs encoding transcriptional factors were identified in resistant lines (Figure 6D). Among them, 1-phosphatidylinositol-4-phosphate 5-kinase (EC 2.7.1.68), phosphatidylinositol phospholipase C (EC 3.1.4.11), 1D-myo-Inositol-tetrakisphosphate 5-kinase (EC 2.7.1.140), diacylglycerol kinase (DGK; EC 2.7.1.107), and 1-phosphatidylinositol-4-phosphate 5-kinase (EC 2.7.1.68) exhibited up-regulation in the resistant lines. The remaining DEG encoded phosphatidate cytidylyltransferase (EC 2.7.7.41), which was observed as down-regulated under drought stress. Furthermore, the LAX family gene, auxin influx carrier (AUX1), was up-regulated in resistant lines and down-regulated in the susceptible lines. In contrast, three of the drought-responsive proteins (jasmonic acid-amino synthetase, histidine-containing phosphotransfer protein, and regulatory protein NPR1) were observed up-regulated only in the resistant lines.

## Discussion

### The response of drought-induced antioxidant enzymes to oxidative stress

Oxidative damage remains a potential problem as it interrupts normal plant metabolism. The level of physiological response depends on the species, the stage of development, and the metabolic state of the plant, as well as the duration and intensity of the stress (Pastori et al., 2000). ROS are produced in plants under various stress conditions and serve as important mediators in plant responses to stresses. Oxidation stress has been found to enhance drought tolerance of plant species (Zhu, 2001). However, little is known about the genes that encode antioxidant involved in drought tolerance and antioxidants defenses in annual ryegrass to short-term drought conditions. Superoxide dismutase (SOD), dehydroascorbate reductase (DHAR), and monodehydroasorbate reductase (MDHAR) are the most effective intracellular enzymatic antioxidant, and they are important in plant stress tolerance by providing defense against the toxic effects of elevated levels of ROS (Gill and Tuteja, 2010). Catalases (CAT) are indispensable for the detoxification of ROS in stress inducing environments (Garg and Manchanda, 2009). In this study, resistant lines showed higher activity of the enzymatic activities of CAT, DHAR, and MDHAR than susceptible lines in both two time points subjected to high H_2_O_2_ content. But drought had no significant effect on activity of SOD and MAD content with drought for 1 h. These results indicated that most of activities of antioxidant enzymes significantly increased to maintain cellular ROS for osmotic adaptation in drought resistant lines. Based on the result of the transcriptome, several genes encoding histidine-containing phosphotransfer proteins (HPTs), GGT, L-ascorbate peroxidase (AP), 6-phosphogluconate dehydrogenase (6-PGD), and G6PDH function as antioxidants and play an important role in increasing the tolerance of resistant lines against drought stress.

### Carbon metabolism-related genes contributed to enhanced drought tolerance

A change in glycolysis and gluconeogenesis is considered to be a basic characteristic of plant adaption to abiotic stress. Glycolysis is an important metabolic pathway in carbohydrate metabolism, and drought stress leads to altered sucrose and amino acid contents, which was revealed by metabolite analysis (Broeckling et al., 2005). Genes encoding enzymes showed significant regulation in glycolysis and gluconeogenesis metabolism and the results are consistent with a drought-mediated function in photosynthetic carbon metabolism (Kovács et al., 2006; Shaar-Moshe et al., 2015). In our study, several key enzymes in glycolysis/gluconeogenesis metabolism were differentially expressed in resistant and susceptible lines under drought stress. Genes encoding hexokinase (HxK) showed up-regulation in resistant lines. 

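Table 1 names hexokinase for the cluster CL10698, which has 2 contigs in the tables. Other hexokinase unigenes were not identified here. In the resistant line, CL10698.Contig1 had 29 fragments at 0 h, 42 at 1 h and 0 at 2 h. Its log2 ratio was 0.58 at 1 h (95% exact interval from counting error, -0.14 to 1.31), not called, and -10.17 at 2 h with an FPKM of 0 set to 0.001, called down-regulated. CL10698.Contig2 had 56, 40 and 53 fragments, log2 ratios of -0.44 (-1.07 to 0.17) and -0.054 (-0.62 to 0.51), neither called. In the susceptible line, CL10698.Contig1 had 36, 15 and 62 fragments, log2 ratios of -1.28 and 0.78, and CL10698.Contig2 had 60, 70 and 56 fragments, log2 ratios of 0.20 and -0.11, and none was called. With TMM library sizes, the ratio of CL10698.Contig2 at 2 h was 0.10 in the resistant and 0.15 in the susceptible line. The contigs of a cluster are more than 70% similar, so fragments could have been divided between them in the authors' counting.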

The activity of HxK is expected to be critical to the cellular levels of glucose and fructose, and the reactions catalyzed by HxK lead to hexoses entering the glycolytic pathway. In cereal crops, it has been shown that HxK decreased at the transcript levels in wheat and rice under drought stress (Xue et al., 2008; Lenka et al., 2011), but in maize HXK was found to be up-regulated under drought-stress after recovery irrigation (Hayano-Kanashiro et al., 2009). Moreover, putative phosphoglycerate mutase (PGAM) as a potential target is regulated by an identified miRNA in the glycolysis pathway (Guzman et al., 2012). The abundance of PGAM decreased under water deficit (Shu et al., 2011; Cramer et al., 2013). In our study, PGAM was significantly up-regulated in the resistant lines, suggesting that the protein might contribute to enhanced drought tolerance. L-lactate dehydrogenase (LDH) belongs to one of the most intensely studied enzyme families. L-lactate dehydrogenase is a hydrogen transfer enzyme that catalyzes the reversible reaction of pyruvate to lactate, with nicotinamide-adenine dinucleotide (NADH) as the hydrogen donor. Genes encoding LDH were up-regulated in the resistant lines of annual ryegrass. This is consistent with the results obtained through oxidative stress studies in *Saccharomyces cerevisiae* (Zhao et al., 2015). FBA is a constituent of both the glycolysis/gluconeogenesis pathway and the pentose phosphate cycle in plants (Konishi et al., 2004). FBA was up-regulated in the drought resistant lines, which validates the findings of Gong et al. (2010), who detected FBA in drought tolerant lines of tomato. It is interesting that we identified genes encoding glyceraldehyde-3-phosphate dehydrogenases (GAPCs) in glycolysis pathways that are up-regulated in drought tolerant lines, as reported in *Arabidopsis*. Glyceraldehyde-3-phosphate dehydrogenases may provide a direct connection between membrane lipid–based signaling, energy metabolism and growth control in a plant's response to ROS and water stress (Guo et al., 2012). Phosphoenol pyruvate carboxylase (PEPC) has been shown to participate in stress responses of C4 plants and C3 plants, as it served to balance carbon and nitrogen metabolism (Doubnerová and Ryšlavá, 2011). Despite the studies that have tried to understand the regulation and roles of PEPC, the role that this enzyme plays in drought stressed plants is unknown. PEPC might be involved in drought tolerance via alleviating the inhibitory effect of drought stress on photosynthesis (Bao-Yuan et al., 2011). In our study, up-regulation of PEPC could possibly improve drought tolerance by affecting the metabolism of glycolysis and gluconeogenesis. Additionally, other genes involved in the glycolysis and gluconeogenesis pathways were not previously reported to be associated with drought response. Therefore, further studies are needed to understand the mechanism modulating plant growth under stress.

Similarly, we investigated the effect of drought on the activities of DEGs associated with starch and sucrose metabolism. Trehalose 6-P phosphatase (TPP) was a key enzyme that significantly enhanced drought resistance in a variety of organisms (Pilon-Smits et al., 1998). Interestingly, transgenic plants that express TPP genes from microorganisms not only exhibit an increase in drought tolerance, but also show strong developmental alterations (Jang et al., 2003). In the current study, the up-regulation of TPP may have played a role in the response of resistant lines to drought, thus resulting in changes in carbohydrate allocation and metabolism (Redillas et al., 2012). Phosphoglucomutase (PGM) contributes to the coordination of sucrose synthesis with the rate of carbon dioxide fixation, and to the control of partitioning of photosynthate between sucrose and starch (Toldi et al., 2002; Nielsen et al., 2004). There was a slight decrease in PGM in drought-stressed wheat leaves (Zhu, 2001). However, we observed an up-regulation of PGM in the drought resistant lines of annual ryegrass, which agreed with the findings of Pinheiro et al. (2008). GPI has been shown to fill unique roles in carbohydrate metabolism during drought stress in different plants, e.g., *Arabidopsis* (Seki et al., 2002) and wheat (Xue et al., 2013). In seedling development under water stress, the decrease in the expression of starch phosphorylase might be due to inhibitory effects on starch concentrations (Peng et al., 2014). Compared with the drought sensitive lines, the drought tolerant line maintained higher activity of leaf starch phosphorylase in the chickpea (Awasthi et al., 2014). Inconsistent with our results, drought affected the activity of starch phosphorylase in annual ryegrass and showed up-regulated expression in the drought resistant lines. The change in the up-regulated expression of genes related to starch and sucrose metabolism after drought stress was striking, indicating that drought resistant annual ryegrass lines invests more energy and resources into immediate defense needs than the susceptible lines.

### Lipid metabolism-related genes and drought-induced genes used as antioxidants

Under drought conditions, considerable changes in lipid metabolism were observed (Benhassaine-Kesri et al., 2002). Previous studies have investigated responsive genes of lipid metabolism in ryegrass (Foito et al., 2013), but the results have not been previously linked with annual ryegrass's response to drought stress. We identified five related up-regulated genes in drought resistant lines under drought stress. Genes encoding glutathione reductase (GSR) and GGT were identified as important enzymes in glycerophospholipid metabolism. The down-regulation of the GGT gene might play a negative regulatory role in GSH degradation and the GSR gene may have been up-regulated when subjected to drought stress, which consequently mitigated the oxidative stress (Fan et al., 2014). In the present study, we observed up-regulation of genes encoding GSR and GGT, suggesting that the two enzymes at least partially contribute to the high drought tolerance in annual ryegrass. It has been widely reported that L-ascorbate peroxidase (AP) participated in the ascorbate-glutathione cycle, which is an important process for free radical detoxification (Cramer et al., 2013). Significant up-regulation of the gene encoding AP was identified in this study; therefore, AP activity may influence drought tolerance by regulating glycerophospholipid metabolism and the ascorbate pathway in drought resistant lines to adapt to water deficit. In plants, a6-phosphogluconate dehydrogenase (6-PGD) and G6PDH are major sources of NADPH in the cytoplasm of plant cells. These key enzymes are also used for the detoxification of hydrogen peroxide through the ascorbate-glutathione cycle. A previous study found that the activities of 6-PGD and G6PDH increased when plants were subjected to many artificial or transitory stressors, except in reed (*Phragmites communis*) under long-term drought stress (Chen et al., 2003). This conclusion holds true for short-term drought stress adaptation in annual ryegrass.

### Signal transduction-related genes and transcription factors associated with drought tolerance

Plants perceive environmental signals and transmit the signals to the cellular machinery to activate adaptive response in plants under abiotic stress (Xiong et al., 2002). Signal transduction requires certain molecules that participate in the modification, delivery, and assembly of signaling components (Ji et al., 2013). Genes encoding 1-phosphatidylinositol-4-phosphate 5-kinase (PIP kinase), which is involved in the defense response in poplars (Chen and Cao, 2015), plays a signaling role and the enzyme is a component of a signaling pathway associated with the synthesis of phosphatidylinositol phosphate (Gupta et al., 2013). Phosphatidylinositol-specific phospholipase C (PIase C) plays a central role in the phosphatidylinositol-specific signal transduction pathway. Georges et al. (2009) found that the over-expression of PIase C in canola enhances drought tolerance and promotes early flowering and maturation. Therefore, the up-regulation of PIase C may dramatically influence drought tolerance by regulating signal transduction in drought resistant annual ryegrass lines. 1D-myo-Inositol-tetrakisphosphate 5-kinase has different expression in drought resistant and drought susceptible lines, but the specific molecular function of the enzyme is not clear. Phosphatidic acid (PA) plays a pivotal role in the plant's response to environmental signals (Arisz et al., 2009). PA can also be generated by DGK, which is thought to act as a switch with two functional implications: the termination of diacylglycerol (DAG) signaling and the initiation of PA signaling (Frere and Di Paolo, 2009). DGK has been reported in several plant species including tobacco, wheat, tomato, and *Arabidopsis* (Ge et al., 2012). In our study, up-regulated DGK-encoding genes have been found in the drought resistant lines of annual ryegrass. In addition, phosphatidate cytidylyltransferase catalyzes the synthesis reaction of triglycerides, which are mainly found in cell membranes (Longmuir and Johnston, 1980). It is evident that the expression of genes coding phosphatidate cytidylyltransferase played an important role in the induction of drought resistance in citrus fruits (Ballester et al., 2011).

In our study, some of the DEGs encoding transcriptional factors were identified in the drought tolerant line. A previous study has demonstrated that AUX1in *Arabidopsis* encodes a high-affinity auxin influx carrier, and Arabidopsis AUX/LAX genes encode a family of auxin influx transporters that perform distinct developmental functions and have evolved distinct regulatory mechanisms (Péret et al., 2012). Furthermore, auxin influx results in enhanced resistance and the improvement of plant growth (Remy et al., 2013). Our results also give evidence to support this. Nonexpressorofpathogenesis_relatedgenes1 (NPR1) is known to be involved in salicylic acid (SA)-mediated suppression of the jasmonic acid (JA) signaling pathway (Caarls et al., 2015). NPR1 is a regulator of basal and systemic acquired resistance in plants (Shimobayashi et al., 2013). Srinivasan et al. (2009) reported that *Arabidopsis* NPR1 enhances oxidative stress tolerance in transgenic tobacco plants. These results may explain why the expression of NPR1 genes was implicated in the drought tolerance of annual ryegrass. Histidine-containing phosphotransfer proteins (HPTs) have already been identified in the cytokinin transduction pathway (Hwang et al., 2002), which was isolated in a study on plant response to osmotic stress, salt stress, and drought stress (Chefdor et al., 2006). The HPTs were shown to up-regulate under drought stress and may help drought resistant ryegrass to withstand environmental stress. The genes involved in the signal transduction pathway contributed to the increase of drought tolerance in annual ryegrass.

## Author contributions

LP collected data and wrote the manuscript. XZ and XM designed the project. MZ served as scientific advisors. JW, XM, and LH participated in technical editing of the manuscript. Other authors improved resolution of images.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptional Profiles of Drought-Related Genes in Modulating Metabolic Processes and Antioxidant Defenses in Lolium multiflorum
**Source:** Front Plant Sci. 2016 Apr 25;7:519. doi: 10.3389/fpls.2016.00519
**Supplement:** Supplementary Table 1 — List of partial RNA-seq-identified gens in L. multiflorum.

**Supplementary Table 1 List of partial RNA-seq-identified gens in *L. multiflorum***

How the deposited data were processed for this re-analysis (not part of the article)

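The samples were 6 conditions: a resistant and a susceptible line of annual ryegrass, each well-watered and after 1 h and 2 h of drought. Conditions were taken from the sample labels and the paper, with 1 table per condition. The paper describes 12 libraries, and its text does not say how replicates were combined in the tables.

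The authors sequenced poly(A) RNA as read pairs, assembled the clean reads with Trinity, and removed redundancy and clustered the unigenes with TGICL. The paper's text does not say whether the libraries were assembled together or one by one, and its Table 2 lists consensus sequences for each sample. They deposited, for each library, the raw count of fragments on each unigene, without normalization. The authors also deposited the FPKM of each unigene, which their methods attribute to Cufflinks; recomputed from the count, the unigene length and the library total, it differed by at most 5.00e-05, the rounding of the tables. The aligner and the rule for read pairs that match several unigenes are not stated in the paper's text. Unigenes of one cluster are similar in sequence, so counts of single contigs can depend on that rule.

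The libraries held between 18703000 and 19432000 fragments, with a median of 18923000 (to the nearest 1000). A unigene with 3 fragments is the smallest signal such a depth can show with 95% confidence. Intervals of log2 ratios are exact (Clopper-Pearson) and intervals of shares are Wilson intervals, both at 95%, and both cover counting error only.

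From the counts, each of 7 pairs of libraries was compared with the two-sided Audic-Claverie test, with the sum of fragments as library size. The FDR was computed by the Benjamini-Hochberg method over unigenes with at least 1 fragment in either library. DEGs had an FDR of at most 0.001 and a fold change of at least 2 in FPKM, with 0 set to 0.001. The test compares 2 libraries and not 2 conditions. With 1 library per condition, the edgeR quasi-likelihood test with the 6 conditions as groups could not be fitted for lack of replicates. A model with additive effects of line and time, which needs no replicates of a condition, was not fitted. NOISeq for data without replicates was written out from its published description (5 simulated replicates per library, 0.2 of the depth, variability 0.02, probability above 0.7, absolute log2 ratio above 1). Library-specific unigenes had at least 20 fragments in a library and at least 90% of the depth-scaled fragments of the 6 libraries. The unigenes named in the text were fixed by rule before the data were examined: all unigenes of Table 1 and Fig. 5, and the 2 with the largest and the 2 with the smallest mean log2 ratio (with 1 FPKM added) over both times in the resistant line among those called in the same direction at both times. The qRT-PCR bars of Fig. 5 were read by eye. Correlations across genes are given without a p-value, since genes are not replicates.

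For the DEG numbers, 11 alternatives were set before the data were examined: 0.1 or 1 FPKM added, TMM or DESeq2 scaling, at least 10 or 100 fragments, the edgeR exact test at an assumed biological coefficient of variation of 0.2 or 0.4, the Benjamini-Yekutieli FDR, a fold change of 4, and library-specific unigenes left out. A further 3 were chosen after seeing the data. The tests were checked on simulated libraries with 200 unigenes changed 4-fold and 100 unigenes present in 1 library only. The 200 were drawn from abundant unigenes, and all counts were simulated with counting error only, without variation between plants. The Audic-Claverie test recovered 194 of the 200 and 100 of the 100 and called 0 unchanged unigenes. NOISeq recovered 174 and 99 and called 121 unchanged ones. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used.

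The physiological measurements, the GO and pathway results and the enzyme genes of Fig. 6 were not analysed here, because the unigene sequences and their annotation were not used.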

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

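The tests of explanations in this part were chosen only after the results were seen.

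Unigenes nearly private to 1 library were counted in all 6 libraries, which the paper does not report. The well-watered libraries held 21 (Resistant-0) and 33 (Susceptible-0), and the drought libraries were above both, with 3101 in Resistant-1, 233 in Resistant-2, 49 in Susceptible-1 and 304 in Susceptible-2. Those of Resistant-1 had a median length of 606.0 nt and a median FPKM of 3.71 there, and held 1.83% of its fragments. For Resistant-1, 6 explanations were weighed. The depth was 0.994 of the median of the 5 other libraries, so more sequencing does not explain them. Genomic DNA spread over all unigenes would also show at unigenes that another library alone expresses: of 963 such unigenes chosen without Resistant-1, 53.2% had no fragment in Resistant-1 and the others had some, with a median FPKM of 0 there, which speaks against genomic DNA as the main source. Sequence variants of transcripts present elsewhere would be expected among clustered contigs, and 88.0% of the 3101 were singletons against 58.2% of all unigenes and 66.5% (Resistant-2) to 84.8% (Susceptible-0) of those specific to the 5 other libraries. Of the 373 in clusters, 141 had a cluster with at least 20 fragments in another library, so variants may account for a small part. A library of the other line under this label was tested with unigenes typical of one line at 0 h and 2 h. Of 368 typical of the resistant line, 98.6% were higher in Resistant-1 than in Susceptible-1, which speaks against an exchange of labels, but of 202 typical of the susceptible line only 49.0% were higher in Susceptible-1, and their median FPKM was 1.03 in Resistant-1 and 0.918 in Susceptible-1. The test was therefore not clear for both lines. RNA of the susceptible line mixed into Resistant-1 would not supply these unigenes, since the susceptible libraries nearly lack them by the way they were chosen.

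RNA of another organism in Resistant-1 may be the source of these unigenes, and this could not be decided without their sequences. In Supplementary Table 1, 42 of 93 entries (45.2%) name an alga or oomycete as the source species of the matching protein. Among them were 17 green algae, 11 stramenopile algae and 9 oomycetes. That table does not give unigene names, so these entries cannot be placed in a library from it. Table 1 pairs Unigene30003 with hypothetical protein CHLNCDRAFT_56419 and Unigene2564 with hypothetical protein PHYSODRAFT_484706, without a source species. Unigene30003 had 17 fragments in Resistant-1 and 37 in Resistant-2, and Unigene2564 had 50 and 51, so neither was private to Resistant-1. A response of the resistant line at 1 h is the biological explanation the design gives. Of the 3101 unigenes, 0.709% had at least 10 fragments in Resistant-2 and 0.451% in Susceptible-1, but they were chosen for being nearly absent from these libraries, so these values cannot show how such a response would continue. The pattern cannot be told apart from RNA of another organism.

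In 8 of the 11 qRT-PCR genes whose identifier names 1 unigene, the RNA-seq log2 ratio had one sign at both times in the resistant line and the other sign at both times in the susceptible line. The difference between the lines was not tested. The mean log2 ratio over 1 h and 2 h was higher in the resistant line by 8.77 in Unigene42814, 1.37 in Unigene42248, 9.26 in Unigene19563, 8.73 in Unigene30003, 0.75 in Unigene2564, 4.90 in Unigene3201, 1.57 in Unigene41363 and 1.99 in Unigene21403. Of these, Unigene42248 and Unigene2564 did not keep opposite signs with TMM library sizes. The values for Unigene42814, Unigene19563 and Unigene30003 depended on the 0.001 set in place of an FPKM of 0. In the susceptible line, Unigene42814 fell from 2 fragments and Unigene19563 from 4 to 0 at both times. Unigene30003 fell there from 6 fragments to 0 at 1 h. These susceptible ratios were -8.09, -8.66 and -9.49, and with 1 FPKM added they were -0.35, -0.49 and -0.78. The 8 unigenes had a median of 14.5 fragments per library. Counting error of a few fragments may account for part of the pattern, since 3 of their 32 comparisons were called DEGs. The 95% exact intervals of the 2 lines cover counting error only. At 2 h they did not overlap for Unigene21403 (0.42 to 1.82 and -2.05 to -0.32) and Unigene3201 (1.38 to 4.46 and -5.90 to -0.56). The same held at 2 h for Unigene30003 (2.28 to 7.33 and -2.86 to 1.48) and Unigene41363 (-0.41 to 1.07 and -3.30 to -1.13). At 1 h they did not overlap for Unigene42248, Unigene30003, Unigene3201 and Unigene21403. For the remaining unigenes at each time they overlapped. However, the 8 unigenes were picked here for their opposite signs, which favours separated intervals. The paper's results describe a choice of genes by their regulation in the lines, and its methods describe a random choice, so whether the choice of genes adds to the pattern is open. Without replicates, a difference between the lines in their response could not be told apart from variation between plants or from such a choice.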

How the results depend on the processing

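The alternatives named here were set before the data were examined, except 3 that are said to be chosen after seeing the data. Where a number of DEGs changed by more than 1.5 times, the cause was not tested. The excess of up-regulated DEGs in the resistant line at 1 h kept its direction under all 11 alternatives of the first kind and the 3 of the second, between 1132 and 7657. The difference at 2 h lay between -1098 and 103 and was above 0 under 2 settings. DEG numbers, library-specific numbers and squared correlations over the 11 genes that are not listed here stayed within 1.5 times their value. There is 1 table per condition, so leaving out a replicate could not be tried. An analysis pairing drought with control within each line, over both lines together, was not run.

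With 1 FPKM added to both values, the DEGs numbered 2733 down-regulated for susceptible-0 vs. susceptible-2. There, the difference in up-regulated DEGs between the lines was -80 at 2 h. With TMM library sizes, the DEGs numbered 2457 down-regulated for susceptible-0 vs. susceptible-1, 2340 down-regulated for susceptible-0 vs. susceptible-2, 4101 down-regulated for susceptible-1 vs. resistant-1, 2961 up-regulated for susceptible-2 vs. resistant-2. There, the difference in up-regulated DEGs between the lines was -844 at 2 h. With DESeq2 size factors, the DEGs numbered 2361 down-regulated for susceptible-0 vs. susceptible-1, 2306 down-regulated for susceptible-0 vs. susceptible-2, 4161 down-regulated for susceptible-1 vs. resistant-1, 2967 up-regulated for susceptible-2 vs. resistant-2. There, the difference in up-regulated DEGs between the lines was -1098 at 2 h. Over unigenes with at least 10 fragments in either library, the difference in up-regulated DEGs between the lines was -105 at 2 h. Without the library-specific unigenes, the difference in up-regulated DEGs between the lines was 4043 at 1 h and 21 at 2 h. With the upper tail of the Audic-Claverie test taken without the observed count, chosen after seeing the data, the difference in up-regulated DEGs between the lines was -94 at 2 h. With fragments summed over the contigs of each cluster, chosen after seeing the data, the difference in up-regulated DEGs between the lines was -174 at 2 h.

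Over unigenes with at least 100 fragments in either library, the DEGs numbered 4037 up-regulated and 906 down-regulated for resistant-0 vs. resistant-1, 3122 up-regulated and 1665 down-regulated for resistant-0 vs. resistant-2, 2330 up-regulated and 1327 down-regulated for susceptible-0 vs. susceptible-1, 3204 up-regulated and 1569 down-regulated for susceptible-0 vs. susceptible-2, 1123 up-regulated and 789 down-regulated for susceptible-0 vs. resistant-0, 3306 up-regulated and 1095 down-regulated for susceptible-1 vs. resistant-1, 1550 up-regulated and 1574 down-regulated for susceptible-2 vs. resistant-2, 4456 up-regulated and 981 down-regulated for susceptible-0 vs. resistant-1. There, the sum of DEGs was 27597, its up-regulated part was 18672, the sum of down-regulated DEGs was 8925, the distinct unigenes numbered 12129 and the difference in up-regulated DEGs between the lines was 1707 at 1 h and -82 at 2 h. Over unigenes with at least 10 fragments in both well-watered libraries, chosen after seeing the data, the DEGs numbered 4083 up-regulated for resistant-0 vs. resistant-1, 3876 up-regulated for resistant-0 vs. resistant-2, 2951 up-regulated for susceptible-0 vs. susceptible-1, 3773 up-regulated for susceptible-0 vs. susceptible-2, 1849 up-regulated and 1559 down-regulated for susceptible-0 vs. resistant-0, 4643 up-regulated for susceptible-1 vs. resistant-1, 2912 up-regulated and 2789 down-regulated for susceptible-2 vs. resistant-2, 4536 up-regulated for susceptible-0 vs. resistant-1. There, the sum of DEGs was 44396, its up-regulated part was 24087, the distinct unigenes numbered 20293 and the difference in up-regulated DEGs between the lines was 1132 at 1 h and 103 at 2 h.

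With a fold change of 4, the DEGs numbered 981 down-regulated for resistant-0 vs. resistant-1, 4724 up-regulated and 2475 down-regulated for resistant-0 vs. resistant-2, 2625 up-regulated and 1674 down-regulated for susceptible-0 vs. susceptible-1, 4751 up-regulated and 1670 down-regulated for susceptible-0 vs. susceptible-2, 1522 up-regulated and 1130 down-regulated for susceptible-0 vs. resistant-0, 852 down-regulated for susceptible-1 vs. resistant-1, 2401 up-regulated for susceptible-2 vs. resistant-2, 1163 down-regulated for susceptible-0 vs. resistant-1. There, the sum of DEGs was 46347, the sum of down-regulated DEGs was 13182 and the difference in up-regulated DEGs between the lines was -27 at 2 h. With the edgeR exact test at an assumed biological coefficient of variation of 0.2, the DEGs numbered 6583 up-regulated and 429 down-regulated for resistant-0 vs. resistant-1, 3038 up-regulated and 1190 down-regulated for resistant-0 vs. resistant-2, 1542 up-regulated and 448 down-regulated for susceptible-0 vs. susceptible-1, 3153 up-regulated and 491 down-regulated for susceptible-0 vs. susceptible-2, 727 up-regulated and 372 down-regulated for susceptible-0 vs. resistant-0, 5042 up-regulated and 489 down-regulated for susceptible-1 vs. resistant-1, 1221 up-regulated and 2672 down-regulated for susceptible-2 vs. resistant-2, 7005 up-regulated and 531 down-regulated for susceptible-0 vs. resistant-1. There, the sum of DEGs was 27397, its up-regulated part was 21306, the sum of down-regulated DEGs was 6091, the distinct unigenes numbered 14746 and the difference in up-regulated DEGs between the lines was -115 at 2 h. At an assumed coefficient of 0.4, the DEGs numbered 1550 up-regulated and 24 down-regulated for resistant-0 vs. resistant-1, 186 up-regulated and 51 down-regulated for resistant-0 vs. resistant-2, 89 up-regulated and 19 down-regulated for susceptible-0 vs. susceptible-1, 294 up-regulated and 15 down-regulated for susceptible-0 vs. susceptible-2, 12 up-regulated and 17 down-regulated for susceptible-0 vs. resistant-0, 1695 up-regulated and 48 down-regulated for susceptible-1 vs. resistant-1, 143 up-regulated and 466 down-regulated for susceptible-2 vs. resistant-2, 1644 up-regulated and 48 down-regulated for susceptible-0 vs. resistant-1. There, the sum of DEGs was 4609, its up-regulated part was 3969, the sum of down-regulated DEGs was 640, the distinct unigenes numbered 2961 and the difference in up-regulated DEGs between the lines was 1461 at 1 h and -108 at 2 h. On simulated libraries, the edgeR exact test recovered 10 of 200 unigenes with a 4-fold change at 0.2 and 0 of 200 at 0.4. Of 100 unigenes present in 1 library only, it recovered 100 at 0.2 and 0 at 0.4, so the setting of 0.4 found none of the simulated changes.

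The library-specific unigenes numbered 5 in Resistant-0, 1383 in Resistant-1, 145 in Resistant-2, 14 in Susceptible-0, 24 in Susceptible-1 and 140 in Susceptible-2 with a share of at least 99%. They numbered 49 in Resistant-0, 5882 in Resistant-1, 508 in Resistant-2, 78 in Susceptible-0, 129 in Susceptible-1 and 726 in Susceptible-2 with at least 10 fragments, and 1 in Resistant-0, 811 in Resistant-1, 35 in Resistant-2, 4 in Susceptible-0, 6 in Susceptible-1 and 41 in Susceptible-2 with at least 100. Resistant-1 held the most under these settings and with TMM library sizes.

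NOISeq with a probability above 0.8 gave 9373 for resistant-0 vs. resistant-1, 4100 for resistant-0 vs. resistant-2, 1476 for susceptible-0 vs. susceptible-1, 3067 for susceptible-0 vs. susceptible-2, 1456 for susceptible-0 vs. resistant-0, 8325 for susceptible-1 vs. resistant-1, 4361 for susceptible-2 vs. resistant-2, with 15547 distinct unigenes over the 4 comparisons of drought with control and 20086 over all 7. With simulated replicates of 0.5 of the depth, it gave 33672 for resistant-0 vs. resistant-1, 27640 for resistant-0 vs. resistant-2, 21991 for susceptible-0 vs. susceptible-1, 26043 for susceptible-0 vs. susceptible-2, 18663 for susceptible-0 vs. resistant-0, 30906 for susceptible-1 vs. resistant-1, 23967 for susceptible-2 vs. resistant-2, with 66965 distinct unigenes over the 4 comparisons of drought with control and 77717 over all 7. TMM library sizes left the NOISeq numbers within 1.5 times.

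The squared correlation with qRT-PCR at 2 h was 0.00192 in the resistant line and 0.0493 in the susceptible line with 0.1 FPKM added, and 0.110 in the susceptible line with 1 FPKM added. Without the 2 genes whose qRT-PCR values lay farthest from the median, the susceptible value at 1 h was 0.136. It fell to 0.0149 with 0.1 FPKM added and to 0.00897 with 1 FPKM added. Without the same 2 genes and with 1 FPKM added, the resistant value at 1 h was 0.199, against 0.110. The susceptible value at 2 h was then 0.115, against 0.0377. The log2 ratios of named unigenes whose sign changed did so with TMM library sizes: Unigene42248 at 2 h in the susceptible line to 0.12, Unigene2564 at 1 h in the susceptible line to 0.19, and CL10698.Contig2 at 2 h to 0.10 in the resistant and 0.15 in the susceptible line. Of the 68 log2 ratios of named unigenes, 22 moved by more than their counting error with 1 FPKM added and 11 with 0.1 FPKM added. With TMM library sizes, 2 did so without a change of sign, both of Unigene13052 in the susceptible line. They went from -1.25 to -1.03 at 1 h and from 0.48 to 0.73 at 2 h. Ratios with 0 fragments in a library depend on the value set in place of 0, which the depth does not determine.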

Differences from the paper's values

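The paper states 12 sequenced libraries, and 6 tables, 1 per condition, were used here.

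The paper gives 4718 DEGs from NOISeq, without naming the comparison. The procedure as written out here gave 17616 for resistant-0 vs. resistant-1, 11059 for resistant-0 vs. resistant-2, 9143 for susceptible-0 vs. susceptible-2, 15143 for susceptible-1 vs. resistant-1 and 9796 for susceptible-2 vs. resistant-2, with 32317 over the 4 comparisons of drought with control and 40158 over all 7. For susceptible-0 vs. susceptible-1 (6037) and susceptible-0 vs. resistant-0 (5238), the numbers were within 1.5 times the paper's. With a probability above 0.8, resistant-0 vs. resistant-2 (4100) and susceptible-2 vs. resistant-2 (4361) fell within that range. At that setting, susceptible-0 vs. susceptible-1 (1476) and susceptible-0 vs. resistant-0 (1456) fell outside it. None of the alternatives set before the data were examined brought resistant-0 vs. resistant-1, susceptible-0 vs. susceptible-2 or susceptible-1 vs. resistant-1 within it. The same held for the numbers over 4 and over 7 comparisons.

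The paper gives a squared correlation of qRT-PCR and RNA-seq fold changes of 0.982 in the resistant line, against 0.391 at 1 h and 0.00706 at 2 h for the log2 ratios here. The paper's text does not say whether its fold changes were on a log scale. No correlation on the linear scale is given here, so the measures may be unlike. For the susceptible line the paper gives 0.814, against 0.362 at 1 h and 0.0220 at 2 h. The RNA-seq bars of Fig. 5 lay within the precision of the reading for 9 of 11 genes in the resistant and 8 of 11 in the susceptible line at 1 h, against 5 and 2 at 2 h, so the 1 h values are the closer counterpart. The values here cover the 11 genes whose identifier names 1 unigene. None of the alternatives set before the data were examined, all on log2 ratios, closed the gap. Over the bars of all 15 genes as read by eye from Fig. 5, for both methods, the squared correlation was 0.297 in the resistant and 0.402 in the susceptible line.

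For susceptible-0 vs. resistant-1, the number plotted in Fig. 2A is about 4900 up-regulated and about 4000 down-regulated DEGs, read by eye, and the values here were 12720 and 2638. Of the alternatives set before the data were examined, at least 100 fragments in either library and the edgeR exact test at 0.2 brought the up-regulated number within 1.5 times, and TMM library sizes, DESeq2 size factors and at least 10 fragments in either library did so for the down-regulated number. None did so for both.

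Among the RNA-seq bars of Fig. 5, set beside the log2 ratios at 1 h, 5 differed by more than the precision of the reading. In the resistant line these were Unigene41363, about 4.1 in Fig. 5 against 0.26, and CL7857.Contig3, about 0.9 against 0.088. In the susceptible line they were Unigene2564, about 0.7 against -0.021, Unigene3201, about 1.2 against -2.72, and Unigene41363, about -0.9 against -0.39. None of the alternatives set before the data were examined closed these gaps.

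The DEG totals were within 1.5 times the paper's. With the upper tail of the Audic-Claverie test taken without the observed count, a setting chosen after seeing the values, the sum over the 7 comparisons was 78754, with 52721 up-regulated and 26033 down-regulated DEGs, the totals the paper states. The paper states that more genes were up-regulated in the resistant lines. Here that held at 1 h, while at 2 h the difference was -52, and -844 with TMM library sizes. The paper states up-regulation of hexokinase in the resistant lines. Here neither contig of the cluster that Table 1 names as hexokinase was called up-regulated in the resistant line. CL10698.Contig1 had a log2 ratio of 0.58 at 1 h and of -10.17 at 2 h, the latter from 0 fragments with an FPKM set to 0.001. CL10698.Contig2 had -0.44 and -0.054. Other hexokinase unigenes were not identified here.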

Other observations

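The tests of explanations in this part were chosen only after the results were seen.

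The sum of DEGs was 75685 with the observed count included in both tails of the Audic-Claverie test, below the paper's total. Taking the upper tail without the observed count gave 78754, equal to the paper's total, which is consistent with that convention in the paper's calculation. This convention makes an increase easier to call than a decrease of the same size when counts are small.

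Fig. 2A labels a comparison as susceptible-0 vs. resistant-1 and has none for susceptible-0 vs. susceptible-1. With the upper tail just described, susceptible-0 vs. susceptible-1 had 4910 up-regulated and 4038 down-regulated DEGs, and susceptible-0 vs. resistant-1 had 13435 and 2654. With the latter in place of the former, the sum over the 7 comparisons would be 85895 and not the total the paper states. These values suggest that the plotted numbers belong to susceptible-0 vs. susceptible-1.

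The excess of up-regulated DEGs in the resistant line was seen at 1 h (7167) and not at 2 h (-52, and -844 with TMM library sizes). Without the library-specific unigenes it was 4043 at 1 h, so by count they made up 43.6% of it. They were chosen for being high in 1 library, so leaving them out lowers the excess in advance and cannot show what caused it. With TMM library sizes it was 6886, so the scaling of whole libraries did not account for it; TMM does not alter which unigenes lack fragments in the control. Among unigenes with at least 10 fragments in both well-watered libraries it was 1132, 15.8% of the full value. The excess may therefore come mainly from unigenes scarce in the well-watered plants, among them those nearly private to Resistant-1. Whether these are transcripts of the ryegrass could not be decided without their sequences, so for these unigenes a stronger response of the resistant line at 1 h cannot be told apart from RNA of another source. RNA found in Resistant-1 alone does not account for the 1132, which could not be set against variation between plants.

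Among unigenes called in both lines, the direction was shared by 80.7% of 4100 at 1 h (95% Wilson interval 79.4 to 81.9) and by 96.1% of 4833 at 2 h (95.5 to 96.6). At 1 h, 591 unigenes were up-regulated in the resistant and down-regulated in the susceptible line, and 201 the other way. At 2 h, the numbers were 81 and 108. Over 28737 unigenes with at least 50 fragments in both well-watered libraries, the Spearman correlation across unigenes between the log2 ratios of the lines (1 FPKM added) was 0.362 at 1 h and 0.589 at 2 h. Of these, 603 were up-regulated at 1 h in the resistant line and not called in the susceptible line, and 81.9% of them had a ratio above 0 in the susceptible line, with a median log2 ratio of 0.46. At 2 h this was 89.7% of 552, with a median of 0.53. The difference between the lines was not tested for single unigenes.

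The rank correlation of fragment counts over all unigenes between Resistant-1 and the 5 other libraries was between 0.740 and 0.779. Between the other libraries it was from 0.790 (Resistant-0 and Susceptible-2) to 0.896 (Resistant-0 and Susceptible-0). In the Pearson correlation of log2 CPM (1 added), Resistant-1 stood less apart, with 0.907 to 0.924 against 0.911 (Resistant-0 and Susceptible-2) to 0.964 (Resistant-0 and Susceptible-0) between the others.

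The 2 unigenes with the largest mean increase in the resistant line, ranked with 1 FPKM added, rose more in the susceptible line. Unigene18884 reached an FPKM of 409.7 in Resistant-2 and 966.4 in Susceptible-2, and CL14962.Contig3 reached 681.1 and 1900.4.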
